# Dual extra-retinal origins of microglia in the model of retinal microglia repopulation

**DOI:** 10.1038/s41421-018-0011-8

**Published:** 2018-02-27

**Authors:** Yubin Huang, Zhen Xu, Shanshan Xiong, Guangrong Qin, Fangfang Sun, Jian Yang, Ti-Fei Yuan, Lei Zhao, Ke Wang, Yu-Xiang Liang, Lin Fu, Tianzhun Wu, Kwok-Fai So, Yanxia Rao, Bo Peng

## Abstract

Elucidating the origin of microglia is crucial for understanding their functions and homeostasis. Previous study has indicated that Nestin-positive progenitor cells differentiate into microglia and replenish the brain after depleting most brain microglia. Microglia have also shown the capacity to repopulate the retina after eliminating all retinal microglia. However, the origin(s) of repopulated retinal microglia is/are unknown. In this study, we aim to investigate the origins of repopulated microglia in the retina. Interestingly, we find that repopulated retinal microglia are not derived from Nestin-positive progenitor cells. Instead, they have two origins: the center-emerging microglia are derived from residual microglia in the optic nerve and the periphery-emerging microglia are derived from macrophages in the ciliary body/iris. Therefore, we have for the first time identified the extra-retinal origins of microglia in the adult mammalian retina by using a model of microglial repopulation, which may shed light on the target exploration of therapeutic interventions for retinal degenerative disorders.

## Introduction

Cell regeneration is relatively slow in the adult mammalian central nervous system (CNS)^1,2^. Though new neurons, astrocytes and oligodendrocytes can be generated during adulthood, neurogenesis and gliogenesis are relatively slow in the mammalian CNS due to the complicated regulations of intrinsic properties and extracellular environments^3–5^. Once the CNS get injured, the insulted cells cannot be repaired to the normal situation^4^. Thus, the consequences of CNS degeneration are permanent and irreversible, making it critical to understand the cell regeneration in CNS for regenerative medicine design.

Microglia are resident mononuclear phagocytes in the CNS, which play important roles in the development, homeostasis and diseases^6–10^. In the traditional understanding, there are no microglial progenitor cells in the CNS, and microglia maintain their population through self-renewal^11–13^. However, this notion has been challenged by a recent study that latent Nestin-positive cells in the brain are able to differentiate into microglia and repopulate the whole brain after pharmacological depletion of most resident microglia (~99%)^14,15^. As an important part of the CNS, the regenerative capacity is largely limited in the adult mammalian retina^3^. Although a few cells are sporadically regenerated in the retina^16–19^, no massive cell regeneration had been observed. Therefore, whether microglia can regenerate in the retina is unknown. If newly formed microglia can repopulate the whole retina after elimination of retinal microglia, it would be the first time observing a robust and massive cell regeneration in the retina. Furthermore, if repopulated retinal microglia are derived from the latent progenitor cell(s) as those in the brain, it will be the first definitive evidence that uncovers the progenitor or stem cell(s) in the adult mammalian retina. More importantly, it also provides insight into a novel target of therapeutic interventions for retinal degenerative disorders.

To this end, we first investigated the origin of repopulated microglia in the retina. New microglia were found to emerge and replenish the entire retina after elimination of all the resident microglia in the retina. Intriguingly, our fate mapping results demonstrated that Nestin-positive cells were not the precursor cells of repopulated retinal microglia, different from repopulated brain microglia. In contrast, repopulated retinal microglia have two populations of distinct origins: the majority of center-emerging microglia and the minority of periphery-emerging microglia. The center-emerging microglia were solely derived from residual microglia in the optic nerve, whereas the periphery-emerging microglia were derived from macrophages in the ciliary body/iris.

Therefore, by using the microglial repopulation model, we for the first time observed a robust and massive cell regeneration in the adult mammalian retina. Furthermore, we first identified extra-retinal origins of microglia in the adult retina. Our study sheds light on the origins and maintenance of microglia in the retina.

## Results

### Inhibition of CSF1R by PLX5622 completely eliminate retinal microglia

CSF1R is crucial for the viability of microglia. When CSF1R is genetically knocked out or pharmacologically inhibited, brain microglia are largely depleted^14,20,21^. Therefore, we utilized the selective CSF1R inhibitor PLX5622^22,23^ to deplete microglia in the retina. PLX5622 was formulated into a standard AIN-76A rodent diet (1200 ppm; Plexxikon). Two-month old Cx3cr1^+/GFP^ mice, in which all microglia express GFP^24^, were fed with PLX5622 formulated diet (PLX5622 for short) for up to 21 days (Fig. 1a). Twenty-four hours after CSF1R inhibition, microglial numbers were steeply reduced in both of the outer plexiform layer (OPL) (Figs. 1b-d; by 76.16%, *n* = 7, *p* < 0.001; *n* represents the number of retinas) and the inner plexiform layer (IPL) (Supplementary Figs. 1a-b; by 38.53%, *n* = 7, *p* < 0.001). Retinal microglia in the OPL were completely ablated after PLX5622 administration for 7 days and thereafter (Figs. 1b-d; 100%, *n* = 5-8, *p* < 0.001). Similarly, all microglia in the IPL were eliminated at day 10 of PLX5622 treatment and thereafter (Supplementary Figs. 1a-b; 100%, *n* = 8, *p* < 0.001). Notably, PLX5622 also depleted microglia in the brain (data not shown).

**Fig. 1:**
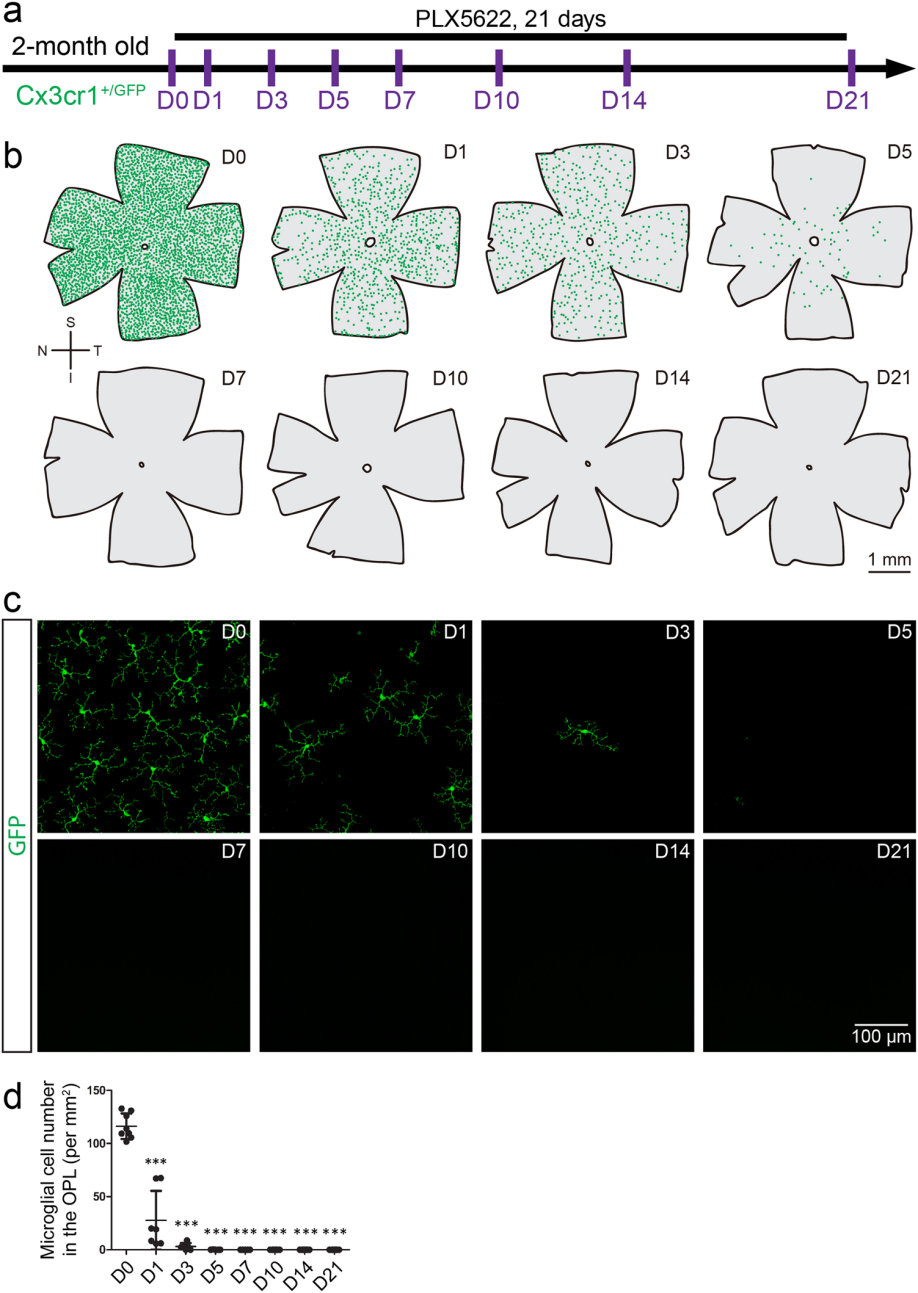
**Inhibition of CSF1R by PLX5622 rapidly depletes all microglia in the retina**. **a** Scheme of PLX5622 administration and time points for observation. **b** Spatial distributions of retinal microglia show that the cell numbers are reduced after PLX5622 administration. Each green dot represents a microglial cell. **c** Representative confocal images show microglial numbers are reduced in the OPL of the retina after PLX5622 administration. **d** Quantification of microglial density in the OPL of normal retinas and the retinas upon PLX5622 treatment. Green: GFP. S: superior; I: inferior; N: nasal; T: temporal; PLX5622: PLX5622 formulated diet. The data are presented as mean ± SD; *NS* not significant; *p < 0.05 to D0; **p < 0.01 to D0; ***p < 0.001 to D0. One-way ANOVA with Bonferroni’s *post hoc*

To further demonstrate whether retinal microglia are indeed removed instead of losing microglial markers (e.g., Cx3cr1) in response to PLX5622, we crossed Cx3cr1-CreER mice, in which all microglia express CreER^25–30^, with the tdTomato reporter line Ai14^31^ to obtain Cx3cr1-CreER::Ai14 mice for fate mapping. Neonatal Cx3cr1-CreER::Ai14 mice were administered with 50 μg tamoxifen intra-gastrically for 4 days to permanently label microglia (Supplementary Fig. 2a-b). At 2-month old, all microglia in the retina were labeled by tdTomato (*n* = 8). After PLX5622 administration for 5 days, the tdTomato-positive cell number in the retina markedly declined (Supplementary Fig. 2c-d), demonstrating the CSF1R inhibition resulted in *bona fide* depletion of microglia. Collectively, PLX5622 rapidly eliminates all retinal microglia within 10 days.

### Two distinct populations of microglia replenish the retina after withdrawal of the CSF1R inhibition

Newly formed microglia are capable of replenishing the whole brain after ablation^14,32^. Due to the lack of progenitor/stem cells, no robust and massive cell regeneration has been observed in the adult mammalian retina^16^. Therefore, whether microglia can regenerate is largely unknown. To address this question, we first treated adult Cx3cr1^+/GFP^ mice with PLX5622 for 14 days to eliminate all retinal microglia. Then we replaced PLX5622 formulated diet by AIN-76A control diet (CD) (Fig. 2a). We found that repopulated microglia began to emerge in the central retina near the optic nerve head (ONH) at day 5 of recovery (Fig. 2b). Then center-emerging microglia primarily relocated in the retina in a center-to-periphery manner (Fig. 2b). Microglial cell numbers significantly increased in the OPL of the middle peripheral retina (50% eccentricity) at day 14-60 of repopulation (Figs. 2c, d; *n* = 6, *p* < 0.05 for day 14 and *p* < 0.001 for day 21 and 60), but the densities of repopulated microglia were still lower than resident microglia in naïve retinas (Fig. 2d; *n* = 6, *p* < 0.001). A similar but faster trend were observed in the IPL (Supplementary Fig. 3a-b; *n* = 5-8). By day 21 of repopulation, microglia in the IPL were recovered to the normal density (Supplementary Fig. 3a-b; *n* = 6, *p* > 0.05). In addition, BrdU incorporated microglia were detected in the retina from day 10 to day 14 of repopulation (Fig. 2e and Supplementary Fig. 3c; *n* = 6-8), indicating newly forming microglia underwent cell division (proliferation and/or differentiation).

**Fig. 2:**
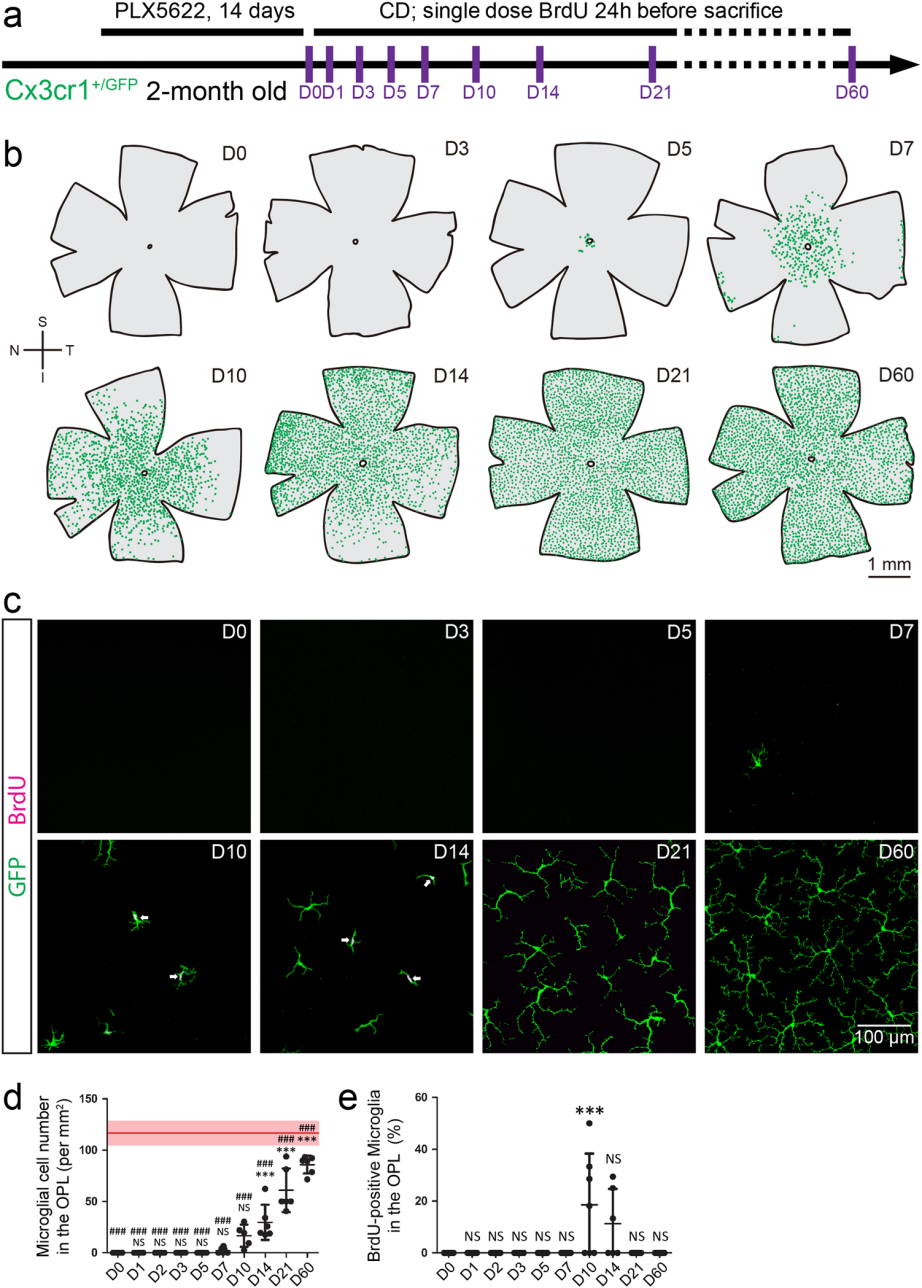
**Repopulated microglia replenish the entire retina after removal of CSF1R inhibition**. **a** Scheme of microglial repopulation and time points for examination. **b** Spatial distributions of retinal microglia show that microglia repopulate the whole retina after removal of PLX5622. Each green dot represents a microglial cell. **c** Zoom-in images of microglia in the OPL. Green: GFP; magenta: BrdU. **d** Quantification of microglial density in the OPL during microglial repopulation. The red line and pink area indicate the mean and SD of microglial density in normal retinas, respectively. *NS* not significant; *p < 0.05 to D0; **p < 0.01 to D0; ***p < 0.001 to D0; #*p* < 0.05 to the normal retina; ##*p* < 0.01 to the normal retina; ###*p* < 0.001 to the normal retina. **e** Quantification of BrdU-positive microglia among all microglia in the OPL during repopulation. *NS* not significant; *p < 0.05 to D0; **p < 0.01 to D0; ***p < 0.001 to D0. S: superior; I: inferior; N: nasal; T: temporal; PLX5622: PLX5622 formulated diet; CD: control diet. Arrows: BrdU + microglia. The data are presented as mean ± SD. One-way ANOVA with Bonferroni’s *post hoc*

In addition to the center-emerging microglia, a minority of repopulated microglia were observed emerging at the peripheral retina and spreading in a periphery-to-center manner. A small number of microglia sporadically appeared in the peripheral retina at day 7 of repopulation (7 out of 12 retinas) and became evident by day 10 (Fig. 2b). Out of 12 retinas, 5 were apparently demarcated by 2 populations of microglia at day 14 of repopulation (Supplementary Fig. 4a). The morphology of periphery-emerging microglia was less ramified than that of center-emerging cell (Supplementary Fig. 4b). The less ramified microglia can still be observed in the peripheral retina at day 60 of microglial repopulation (3 out of 6 retinas). These results suggest that, unlike the transient-lasting blood-borne microglia/macrophages found in the diseased CNS^33–35^, the periphery-emerging microglia in the retina are long-lasting cells in the retina. Converging evidence of distinct emerging sites, disparate distributions and diverse morphologies suggests that center and periphery-emerging microglia have different cellular origins. In spite of the differences, both populations underwent cell division in the repopulating retina (Supplementary Fig. 4b). Notably, the previous study has indicated that residual microglia in the brain could repopulate the brain through self-renewal^32^. In contrast, the residual retinal microglia did not contribute to microglial repopulation in the retina, since all retinal microglia were eliminated before repopulation (Figs. 1-2 and Supplementary Fig. 1-3).

Collectively, the majority of new microglia begin to emerge in the central retina and repopulate the microglia-free retina in a center-to-periphery manner, whereas a minority of new microglia initially emerge at the peripheral retina and repopulate the retina in a periphery-to-center manner. Although with different morphologies, both groups of microglia undergo cell division during repopulation.

### Repopulated retinal microglia are not derived from Nestin-positive cells

The previous study has indicated that repopulated brain microglia were primarily derived from Nestin-positive progenitor cells^14^. We thus asked whether microglial repopulation in the retina shared the same origin. To this end, we crossed the Nestin-CreER^T2^ mice, in which Nestin-positive cells express the tamoxifen inducible recombinase CreER^36^, with Ai14 mice for fate mapping. Adult Nestin-CreER^T2^::Ai14 mice were administered by tamoxifen (150 mg per kilogram of body weight) for 4 days to label Nestin-positive cells (Figs. 3a, b). Since tdTomato expression is induced by the irreversible genome recombination (Fig. 3b), Nestin-positive cells and their progenies permanently express tdTomato even if the cell fate changes. We reasoned if the newly formed microglia were derived from Nestin-positive cells, they must be labeled with tdTomato (Fig. 3c; hypothesis 1). Otherwise, the repopulated microglia should be tdTomato-negative (Fig. 3c; hypothesis 2). We thus removed all retinal microglia in tamoxifen-treated mice, followed by CD administration for 14 days (Fig. 3a). Surprisingly, tdTomato was not detected in repopulated retinal microglia (Fig. 3d; *n* = 10). There is an alternative possibility that the Nestin-positive progenitor cells could be a transient cell type that only emerges in response to the inhibition of CSF1R. To label the potential transient Nestin-positive progenitor cells (if any), we administered the animals by tamoxifen during the last 4 days of PLX5622 treatment (Fig. 3e). Still, we did not observe any tdTomato-positive microglia in the repopulated retina (Fig. 3f; *n* = 16). Therefore, the fate mapping results indicate that repopulated microglia of the retina are not originated from Nestin-positive cells, which is distinct from the repopulated brain microglia.

**Fig. 3:**
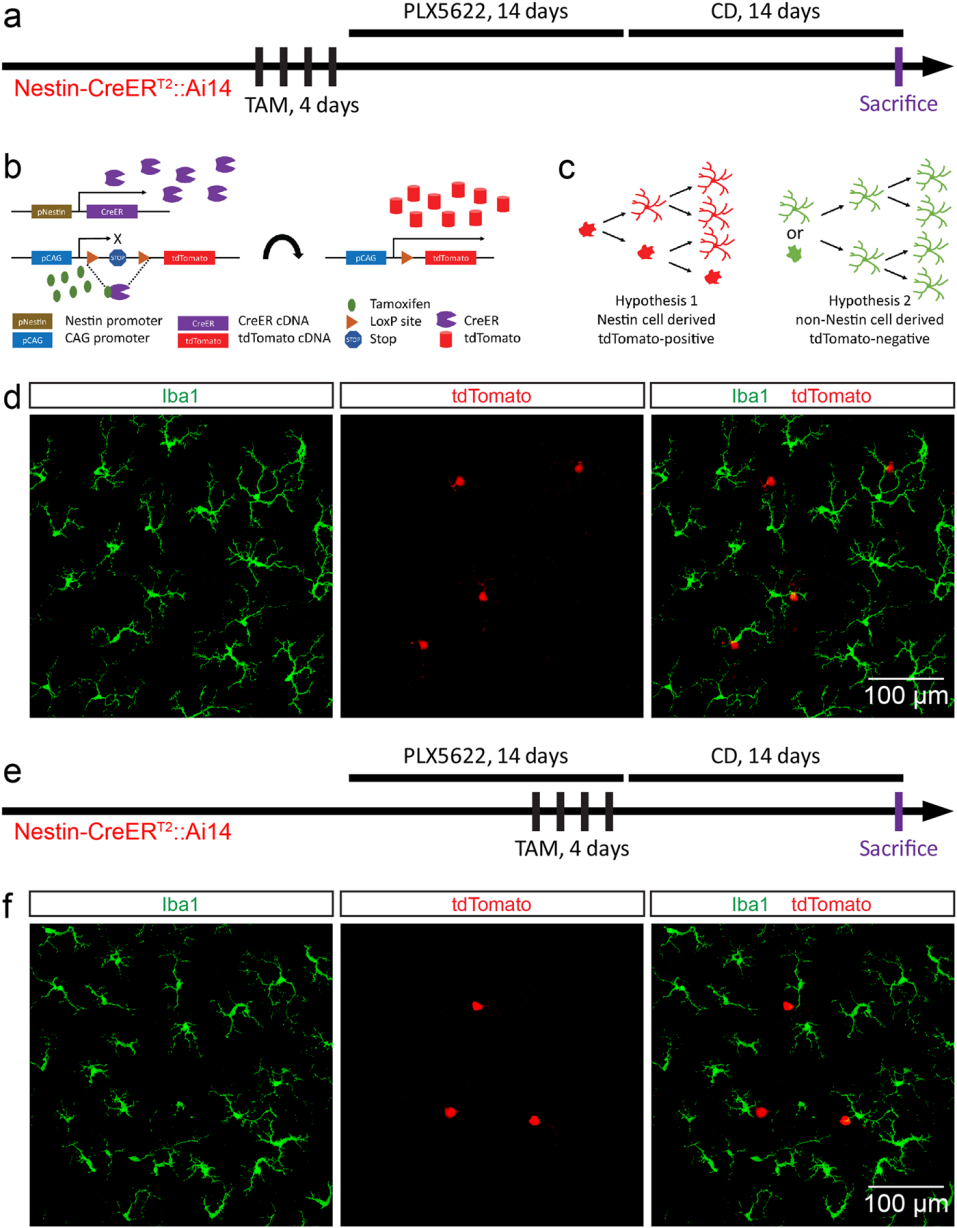
**Repopulated microglia of the retina are not derived from Nestin-positive cells**. **a** Scheme of tamoxifen triggered fate mapping for Nestin-expressing cells prior to the microglial depletion period. **b**, **c** The rationale and hypotheses of tamoxifen inducible fate mapping. **d** No tdTomato-positive microglia are found in the retina of the treatment protocol (a), in which tamoxifen is administered prior to microglial depletion. **e** Scheme of tamoxifen triggered fate mapping for Nestin-positive cells in the last 4 days of microglial depletion period. **f** No tdTomato-positive microglia are found in the retina of the treatment protocol (e), in which tamoxifen is administered during microglial depletion. S: superior; I: inferior; N: nasal; T: temporal; PLX5622: PLX5622 formulated diet; CD: control diet; TAM: tamoxifen. Green: Iba1; red: tdTomato

### Repopulated microglia in the retina are not derived from blood cells

Blood cells are able to differentiate into microglia in diseased retinas^33,37^. To identify whether repopulated retinal microglia are derived from blood cells, we first examined the integrity of the blood-retina-barrier (BRB) during microglial depletion and repopulation. Evans blue is a blood-brain-barrier (BBB) and BRB impermeable dye, which enters the CNS only when BBB/BRB are disrupted^38^. Mice of PLX5622 administered for 14 days and recovered for 7 days were intraperitoneally injected with Evans blue (2%, Sigma), respectively (Supplementary Fig. 5a). Evans blue was not detected in retinas or brains of either groups (Supplementary Fig. 5b-d; *N* = 5; *N* represents animal number), indicating the BRB and BBB remained intact during microglial depletion and repopulation.

Next, we examined whether blood cells gave rise to repopulated microglia by parabiosis as we previously described^33^. A beta-actin-GFP mouse, in which all cells are labeled by GFP^39^, was subcutaneously connected with a C57BL/6J wild-type (WT) mouse (Supplementary Fig. 5e). The blood cells exchanged between the parabionts. 14 days after the surgery, about half of blood cells in parabiotic WT mice were GFP-positive (Supplementary Fig. 5f-g; *N* = 5). Then we completely ablated retinal microglia of the WT-Cx3cr1^+/GFP^ parabionts by 14-day PLX5622 administration, followed by CD treatment for 21 days to allow microglial repopulation (Supplementary Fig. 5e). If blood cells were capable of giving rise to retinal microglia, GFP-positive microglia should be observed in repopulating retinas of WT parabiotic mice^33^. In contrast, we did not find GFP-positive microglia in all parabiotic WT retinas (Supplementary Fig. 5h-i; *n* = 14). Therefore, our data demonstrate that repopulated microglia are not derived from blood cells.

### Center-emerging repopulated microglia are derived from residual microglia in the optic nerve

Although retinal microglia were completely eliminated after 10 days of PLX5622 administration, some microglia in the optic nerve still survived after the CSF1R inhibition for up to 21 days (Supplementary Fig. 6; *n* = 8). Therefore, we hypothesized that surviving microglia in the optic nerve might migrate to the retina through the ONH, thus explaining the phenomenon of the center-emerging microglia.

To test this hypothesis, we first asked whether repopulated microglia were derived from residual microglia. We utilized Cx3cr1-CreER::Ai14 mice for fate mapping, in which all microglial cells are labeled after tamoxifen induction^25–27^. We administered tamoxifen in the neonatal mice (Fig. 4a). In the 2-month old mice, all microglia in the retina and optic nerve are labeled by tdTomato (Figs. 4e,g and Supplementary Fig. 6; *n* = 8). We did not find any tdTomato-positive non-microglial cells in the retina or optic nerve (data not shown). Therefore, tdTomato were exclusively expressed in all microglial cells, consistent with previous studies^26,40^. We then depleted all retinal microglia by PLX5622 for 14 days, followed by CD recovery for 14 days (Fig. 4a). If repopulated microglia are labeled by tdTomato, they must be derived from residual microglia (Fig. 4c; hypothesis 1). Otherwise, repopulated microglia are derived from other cells (Fig. 4c; hypothesis 2). We found that all repopulated microglia in the central and middle peripheral retina (center-emerging microglia) were tdTomato-positive (Figs. 4d, f, and g; *n* = 14, 100%). The results strongly suggest that the center-emerging repopulated microglia are solely derived from residual microglia in the optic nerve. Interestingly, a lot of repopulated microglia in the peripheral retina (periphery-emerging microglia) were tdTomato-negative (Figs. 4d, f, and g; arrows, *n* = 14, 61.04%), indicating a different origin from the center-emerging cells.

**Fig. 4:**
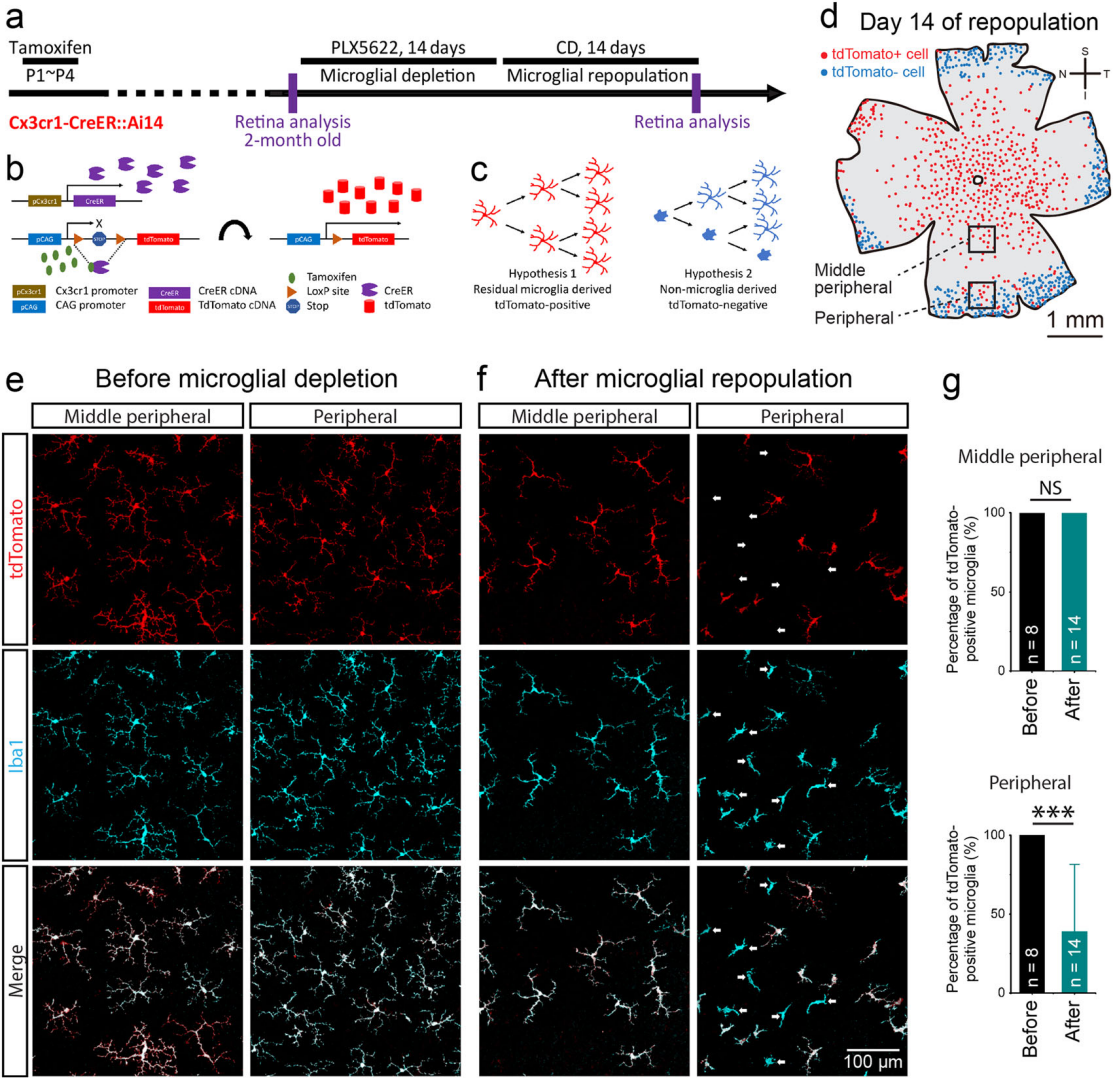
**Repopulated retinal microglia are primarily derived from residual microglia outside the retina**. **a** Scheme of genetic inducible fate mapping for resident microglia of the CNS. Tamoxifen was administered from P1 to P4. **b**, **c** The rationale and hypotheses of tamoxifen triggered fate mapping. **d** The representative spatial distribution of retinal microglia shows that there are tdTomato-positive and negative microglia in the retina 14 days after repopulation. Each red dot represents a tdTomato-positive microglial cell, while each cyan dot represents a tdTomato-negative microglial cell. **e** Confocal images show all retinal microglia of tamoxifen administered mice at 2-month old are labeled by tdTomato before microglial depletion. **f** Confocal images show all repopulated microglia in the middle peripheral retina are labeled by tdTomato, whereas some microglia in the peripheral retina are tdTomato-negative. Arrows: tdTomato-negative microglia.** g** Quantifications of tdTomato-positive cells in middle peripheral and peripheral retinas. S: superior; I: inferior; N: nasal; T: temporal; PLX5622: PLX5622 formulated diet; CD: control diet. Cyan: Iba1; red: tdTomato. The data are presented as mean ± SD. *NS* not significant; *p < 0.05; **p < 0.01; ***p < 0.001. Independent *t* test; *n* retina number for each group

Next, we designed two experiments to investigate whether center-emerging microglia were derived from residual microglia in the optic nerve. First, we labeled microglia in the optic nerve by intra-optic nerve injection of 4-hydroxytamoxifen (4-OHT) (Fig. 5a). Some microglia in the optic nerve were labeled by tdTomato (Fig. 5b). We then applied the intra-optic nerve injection to label optic nerve microglia at day 3 of repopulation (Fig. 5a), when there were no microglia in the retina. At day 14 of repopulation, tdTomato-positive microglia were found in the middle peripheral retina (Fig. 5b; 10 out of 10 retinas). Notably, not all optic nerve microglia were labeled with tdTomato after one single dose of tamoxifen injection. Therefore, some repopulated retinal microglia were tdTomato-negative. The results indicate that the center-emerging microglia are derived from the residual microglia in the optic nerve. Second, we cultured microglia-free retinas from tamoxifen-administered Cx3cr1-CreER::Ai14 mice, with or without the optic nerve (Fig. 5c). Eleven days after ex vivo culture, repopulated microglia were found in the optic nerve-connected retinal explants, but not in the optic nerve-removed retinal explants (Fig. 5d; *n* = 6 and 12, respectively), indicating that residual microglia in the optic nerve contributed to center-emerging microglia. Collectively, our results by different approaches demonstrate that the center-emerging microglia are derived from the residual microglia in the optic nerve.

**Fig. 5:**
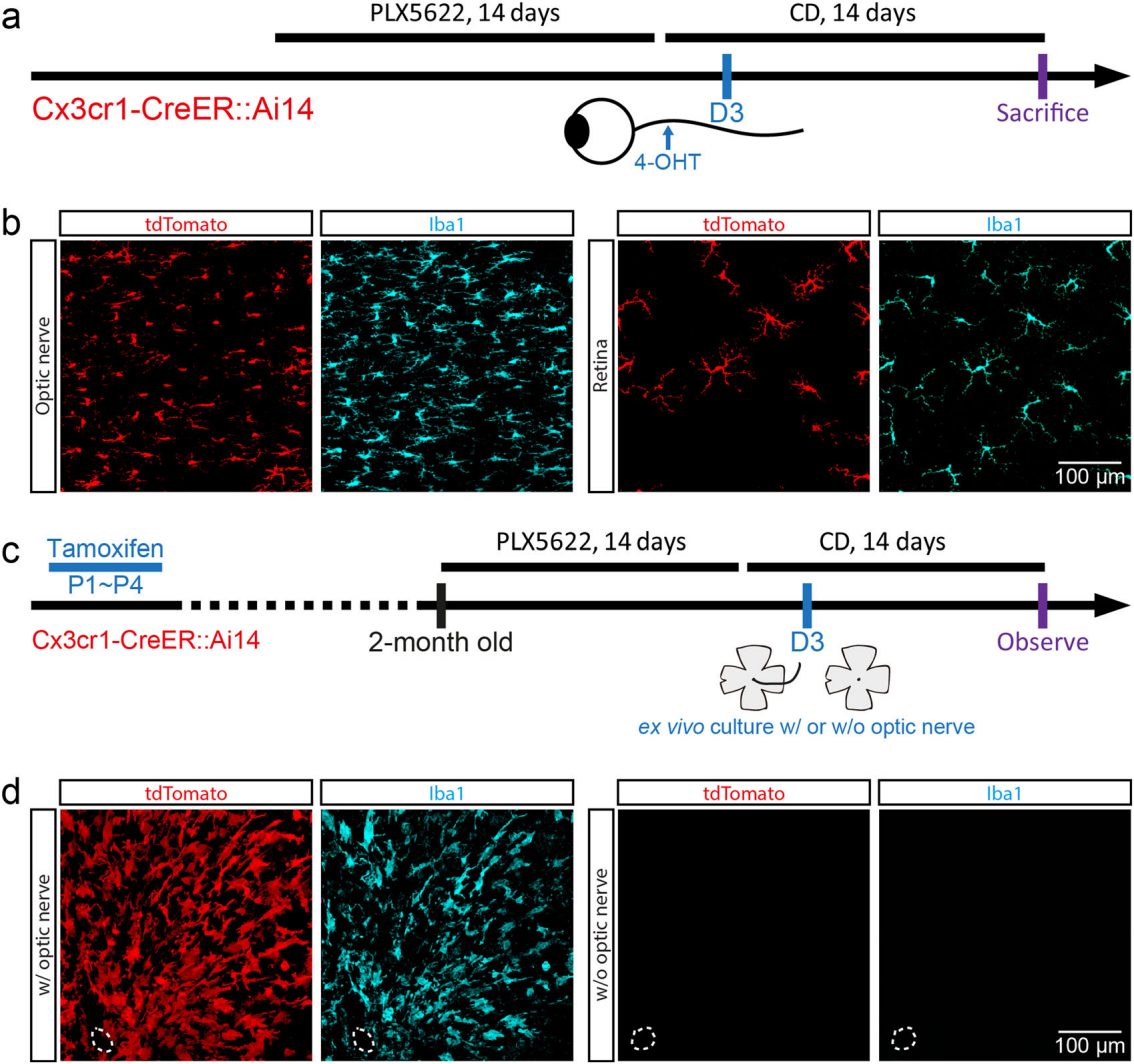
**Center-emerging microglia are derived from residual microglia in the optic nerve**. **a** Scheme of fate mapping for microglia in the optic nerve. **b** Confocal images show that the optic nerve microglia (left) and repopulated retinal microglia (right) express tdTomato in the retinas received intra-optic nerve injection of 4-OHT. **c** Scheme of ex vivo culture of retinal explants with or without the optic nerve. **d** Confocal images show that repopulated microglia emerge in the optic nerve-connected retinal explants after ex vivo culture for 11 days (left), but not in the optic nerve-removed retinal explants (right). PLX5622: PLX5622 formulated diet; CD: control diet. Cyan: Iba1; red: tdTomato. Dashed circle: optic nerve head

### Periphery-emerging microglia are derived from the ciliary body/iris macrophages

In contrast to the center-emerging microglia, some repopulated microglia in the peripheral retina were tdTomato-negative (Figs. 4d, f, and g; arrows; *n* = 14), suggesting a residual microglia-independent origin. In addition, these tdTomato-negative microglia exhibited a less ramified morphology (Figs. 4f-g), indicating they were the periphery-emerging cells. The evidence thus suggests that the periphery-emerging microglia are not derived from residual microglia. To determine the origin, we first examined the tdTomato expression pattern in macrophages of the ciliary body and iris, the affiliated tissues to the peripheral retina. In the adult Cx3cr1-CreER::Ai14 mice with neonatal tamoxifen treatment, some macrophages did not express tdTomato in the ciliary body and iris (Supplementary Fig. 7; arrow heads), probably due to the 2-month interval in the experimental procedure allowing the turnover of macrophages. We thus hypothesized that the periphery-emerging microglia were derived from ciliary body/iris macrophages. To test this hypothesis, we designed two experiments. First, we applied the tamoxifen administration from day 1 of depletion to day 4 of repopulation to minimize the number of tdTomato-negative macrophages (Fig. 6a). At day 4 of repopulation, when there were no microglia in the peripheral retina, all macrophages in the ciliary body and iris were labeled with tdTomato (Fig. 6b; *N* = 4). We then ceased the tamoxifen administration and examined the periphery-emerging microglia several days after repopulation (Fig. 6a). Distinct from the fate mapping results of the mice with two-month turnover interval, all periphery-emerging microglia expressed tdTomato in the mice without turnover interval (Fig. 6b; *N* = 4), indicating periphery-emerging microglia were derived from ciliary body/iris macrophages. Second, we cultured the microglia-free retinas with or without the ciliary body and iris (Fig. 6c). 11 days after ex vivo culture, new microglia appeared in the periphery of the ciliary body/iris-connected retinal explants (Fig. 6d; *n* = 5). In contrast, no microglia were found in ciliary body/iris-removed retinal explants (Fig. 6d; *n* = 5). Consequently, evidence from the genetic inducible fate mapping and ex vivo retinal explant culture indicates that the periphery-emerging microglia are derived from the ciliary body/iris macrophages.

**Fig. 6:**
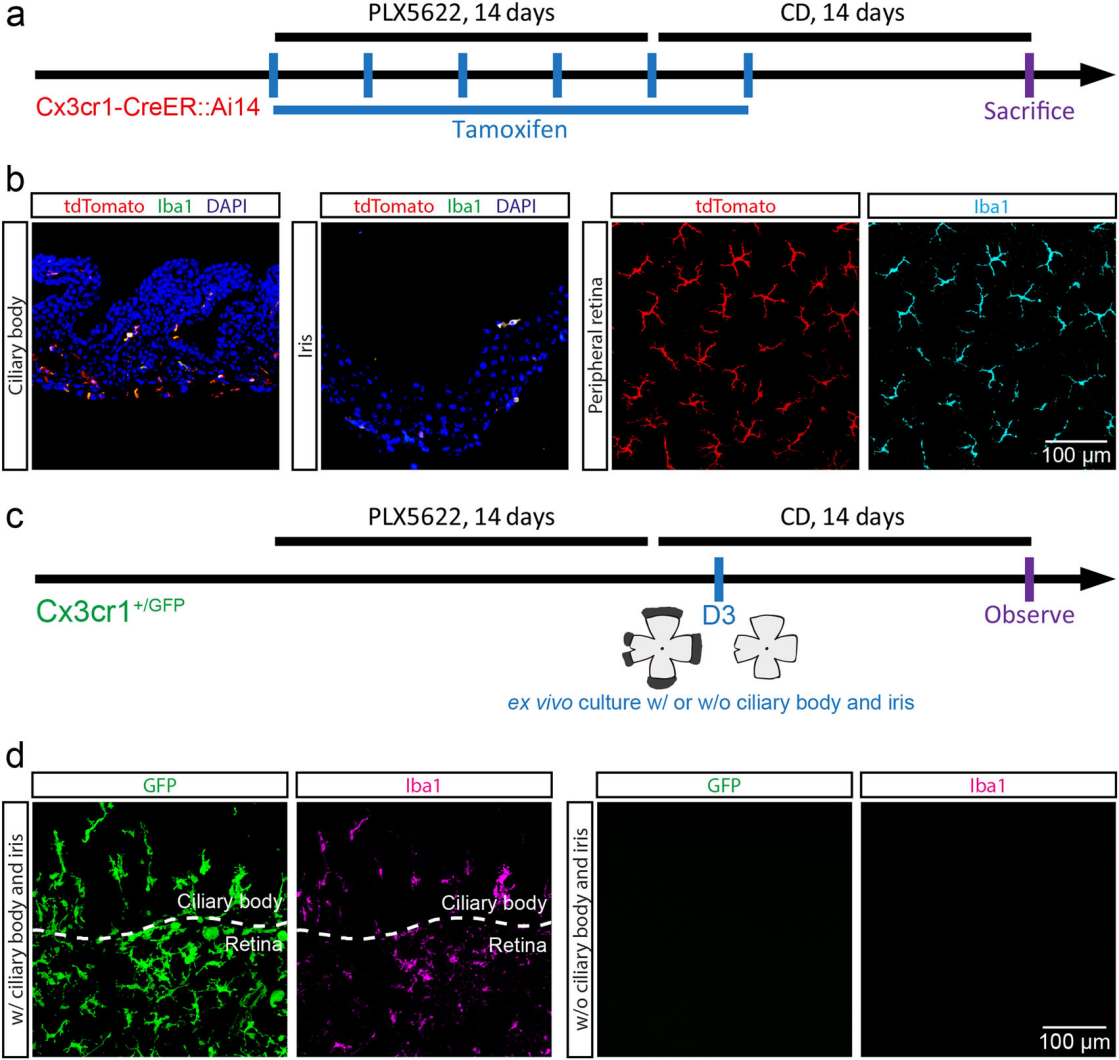
**Periphery-emerging microglia are derived from macrophages in the ciliary body/iris**. **a** Scheme of genetic inducible fate mapping for the ciliary body and iris macrophage derived microglia in repopulated retinas. **b** Confocal images show that all macrophages in the ciliary body/iris (left) and all repopulated microglia (right) in the peripheral retina are labeled with tdTomato. **c** Scheme of ex vivo culture of retinal explants with or without the ciliary body and iris. **d** Confocal images show that repopulated microglia emerge in the ciliary body and iris-connected retinal explants after ex vivo culture for 11 days (left), but not in the ciliary body and iris-removed retinal explants (right). PLX5622: PLX5622 formulated diet; CD: control diet. Cyan: Iba1; red: tdTomato; green: Iba1 (**b**) or GFP (**d**); magenta: Iba1; blue: DAPI

### Repopulated microglia result in limited alterations of retinal transcriptomes

As repopulated retinal microglia are originated outside the retina, whether their functions are similar to those of the resident microglia is completely unknown. 

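Bulk RNA from the retinas of 58 mice without lipopolysaccharide was sequenced for the time course. The groups were CD (control diet, n = 5), 6 depletion groups on the PLX5622 diet and 7 repopulation groups taken after the return to control diet. DEP5 had 3 mice, REPOP7 had 6 and every other depletion or repopulation group had 4. The libraries were sequenced as 50 bp single-end reads on a BGISEQ-500, and the methods name polyA selection or rRNA removal without saying which was used. The authors deposited the reads they counted per gene with HTSeq after alignment to mm10, without normalization. The deposited counts cover 50686 genes by Ensembl identifier, of which 50376 carry a symbol in the annotation used here.
The total count per mouse ranged from 7468474 to 8530865 in CD (median 7935423). During depletion it ranged from 7520845 to 8570563 in DEP2 (median 8162612), from 8309447 to 8478690 in DEP5 (median 8336720) and from 8052750 to 8281548 in DEP7 (median 8157167). It ranged from 7439422 to 8529207 in DEP10 (median 8093165), from 7367693 to 8577557 in DEP14 (median 8048107) and from 7572657 to 8760443 in DEP21 (median 7984804). During repopulation it ranged from 7559556 to 8662271 in REPOP3 (median 8032194), from 7600555 to 8498650 in REPOP5 (median 7948112) and from 7497427 to 8417282 in REPOP7 (median 7839212). It ranged from 7555734 to 8226055 in REPOP10 (median 8010703), from 7539519 to 8576859 in REPOP14 (median 8065552), from 5106429 to 8137613 in REPOP21 (median 8011901) and from 7431272 to 7566364 in REPOP60 (median 7539580). At this depth, 3 counts correspond to between 0.342 and 0.587 CPM (counts scaled to library size), which covers counting error only, and genes whose counts stay at or under 3 in a group have a fold change that is a bound.
Each depletion or repopulation group was compared with CD by edgeR's quasi-likelihood test on the counts, with TMM library sizes and the group as the only term. Genes detected in at least 0.5 of the mice of at least one of the compared groups were tested, as in the paper's methods. Differentially expressed genes (DEGs) had a Benjamini-Hochberg FDR under 0.01 and a log2 fold change beyond 1 in either direction. The paper's methods add a batch term to this model, but the text does not name the batches. The sample titles end in RE (39 of the 65 mice) or re (26), and the first principal component of 12346 genes with a mean CPM of at least 5 carried 55.9% of the variance and separated the title suffixes completely. The lowest re library lay at 18.8 on it and the highest RE library at 6.5. CD held 3 RE and 2 re mice, REPOP7 3 of each, DEP5 was all RE, REPOP60 was all re, and each other group of the time course held 3 RE mice and 1 re mouse. The suffix therefore enters as a covariate in an alternative fit, and values within each suffix are given where a group holds both. A microglia score was also computed for each mouse, as the mean of log2(CPM + 1) over 30 microglia genes listed in advance, which understates changes of genes with few counts.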

To address this question, we analyzed the gene profiles of microglia-depleted, microglia-repopulated and normal retinas by RNA sequencing (RNA-Seq). 

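Over the 13 comparisons with CD, 14 genes were DEGs in at least one group, and all 14 were lower than in CD. Of these, 8 genes (C1qa, C1qb, C1qc, Ctss, Cx3cr1, Laptm5, Selplg and Tmem119) were DEGs in 9 comparisons each, those of the 6 depletion groups and of REPOP3, REPOP5 and REPOP7. Mpeg1 was a DEG in 4 comparisons, 2 of them in depletion groups. Ly86, P2ry12, Pld4, Siglech and Tyrobp were DEGs in REPOP7 alone, the group with the most mice. All but Pld4, 13 of the 14 genes, belong to the list of 30 microglia genes. The count of 14 depended on the model. It moved most with the replicate number as a block, which gave 120 genes, and with the title suffix as a covariate it was 34. Mice with the same replicate number are different animals, but their deviations from the group means correlated with those of CD by between 0.187 and 0.565 in the comparisons other than DEP5, REPOP7 and REPOP60, and all of these same-numbered mice share a title suffix. Among RE mice alone, the correlation in these comparisons was 0.030 in DEP21, 0.024 in REPOP14 and between 0.298 and 0.494 in the others, so a shared suffix does not account for it there.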

During microglial depletion and repopulation, 29 genes were differentially expressed in the retina when compared with retinas of CD treated group (Fig. 7a). 

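The depletion groups had 8 DEGs in DEP2, 8 in DEP5, 9 in DEP7, 9 in DEP10, 8 in DEP14 and 8 in DEP21, 9 different genes in all, each lower than in CD. No gene was an up-regulated DEG in these 6 groups, where between 639 (DEP2) and 1505 (DEP5) genes in either direction had an unadjusted p under 0.05. With the title suffix as a covariate, 26 genes were down-regulated and 1 gene, Egr1 in DEP10, was up-regulated, named after its value was seen. With the replicate number as a block, 41 genes were down-regulated and 25 up-regulated. By group the block gave 11 DEGs in DEP2 (correlation of same-numbered mice 0.445), 44 in DEP7 (0.447), 33 in DEP10 (0.485), 22 in DEP14 (0.565) and 21 in DEP21 (0.187).
Cx3cr1 (ENSMUSG00000052336) lies on chromosome 9 of GRCm38 from 119901616 to 120069879 and encodes the fractalkine receptor. Its level was 3.93 ± 1.83 CPM (SD, n = 5) in CD and 0 in each of the 4 DEP14 mice, at least 10.5-fold lower (FDR = 0.00156). Tmem119 (ENSMUSG00000054675) lies on chromosome 5 from 113793729 to 113800516. Its level was 1.64 ± 0.257 CPM (SD, n = 5) in CD and 0 in each DEP14 mouse, at least 4.37-fold lower (FDR = 0.00161). Both were DEGs on every day of depletion.
Itgam (ENSMUSG00000030786), on chromosome 7 from 128062640 to 128118491, was at 0.672 ± 0.188 CPM (SD, n = 5) in CD and at 0 in DEP14, at least 1.8-fold lower (FDR = 0.0853). Trem2 (ENSMUSG00000023992), on chromosome 17 from 48346401 to 48354147, was at 0.643 ± 0.402 CPM (SD, n = 5) in CD and at 0 in DEP14, at least 1.72-fold lower (FDR = 0.321). Sall1 (ENSMUSG00000031665), on chromosome 8 from 89027235 to 89044162, was at 1.86 ± 0.167 CPM (SD, n = 5) in CD and 0.595 ± 0.224 CPM (SD, n = 4) in DEP14, a log2 fold change of -1.61 (standard error 0.33, FDR = 0.2). Every DEP14 mouse lay below every CD mouse for these 5 genes, but Itgam, Trem2 and Sall1 did not pass the FDR threshold in any depletion group. The CD levels of Itgam and Trem2 are near 3 counts per mouse, which limits what the test could detect for them.
The microglia score was 1.68 ± 0.0855 (SD, n = 5) in CD and changed by -0.93 in DEP2, -1.01 in DEP5, -1.00 in DEP7 and -1.01 in each of DEP10, DEP14 and DEP21. All mice of each group were below all CD mice (two-sided exact permutation test, p = 0.00794 for 4 mice against 5 and p = 0.0179 for DEP5, each the smallest p the design allows). Among RE mice alone the changes ran from -0.97 in DEP2 to -1.07 in DEP14, and the 1 re mouse of each group with one also lay below both re CD mice. In same-numbered pairs the score changed by -0.95 in DEP2 and by -1.03 in DEP14.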

All differentially expressed genes (DEGs) during the depletion period were down-regulated, whereas most of them are known as microglia-related genes (e.g., *Cx3cr1*, *Itgam*, *Trem2*, *Sall1* and *Tmem119*) (Fig. 7a). 

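A list of 46 inflammation-related genes, among them cytokines, chemokines, complement and acute-phase genes, was fixed in advance, since the text of the paper gives none. Between 27 and 28 of them passed the detection filter in each comparison of a depletion group with CD. None was an up-regulated DEG in DEP2, DEP5, DEP7, DEP10, DEP14 or DEP21. At an unadjusted p under 0.05, the genes that were higher numbered 2 in DEP2, 2 in DEP5, 4 in DEP7, 3 in DEP10, 2 in DEP14 and 1 in DEP21. Adjusted over the list alone and without a fold threshold, 2 genes in DEP2, 2 in DEP7 and 1 in each of the other depletion groups had an FDR under 0.05. Among the genes that were higher, the smallest FDR in each of these groups was that of Gfap, which lies on chromosome 11 of GRCm38 from 102887336 to 102900912 and encodes the intermediate filament of astrocytes and reactive Müller glia. Gfap rose from 11.3 ± 0.942 CPM (SD, n = 5) in CD to 21.6 ± 1.41 CPM (SD, n = 4) in DEP14, a log2 fold change of 0.93 (standard error 0.12, FDR = 0.0021 over all genes), which is short of the fold threshold. It was named after its values were seen. Its FDR in DEP14 was 0.000151 with the title suffix as a covariate, with the replicate number as a block 7.03e-08, and in a fit of all 16 groups with the suffix 0.916. In that last fit the log2 fold change was 0.92 and the standard error 0.32. The fit pools the spread of all groups, among them LPSCD, where Gfap had an SD of 37.9 CPM.
The mean of log2(CPM + 1) over the inflammation list was 1.01 ± 0.0198 (SD, n = 5) in CD. It changed by 0.02 in DEP2, 0.02 in DEP5, 0.04 in DEP7 and 0.01 in each of DEP14 and DEP21, and by less in DEP10, with two-sided exact permutation p from 0.0556 (DEP7) to 0.841 (DEP10). A change of a gene near 3 counts, or of one that did not pass the detection filter, was not detectable at this depth.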

No inflammation-related genes were up-regulated, indicating the microglial depletion did not induce the detrimental cytokine storm. 

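REPOP3 had 9 DEGs against CD, REPOP5 had 8 and REPOP7 had 14, all lower than in CD. REPOP10 had 0, with 1467 genes at an unadjusted p under 0.05 and a smallest FDR of 0.0148 (Selplg). The 0 in REPOP10 depended on the model, since the likelihood ratio test gave 9 DEGs, DESeq2 6 and the title suffix as a covariate 20. With the replicate number as a block there were 15 DEGs in REPOP3 (correlation of same-numbered mice 0.502), 11 in REPOP5 (0.449) and 23 in REPOP10 (0.403). Against DEP14, each of REPOP3, REPOP5, REPOP7 and REPOP10 had 0 DEGs, and 472, 359, 525 and 388 genes had an unadjusted p under 0.05. Chance alone would give between 1208 and 1224, so these low numbers are no sign of similarity. With the block, REPOP3 had 15 (correlation 0.592), REPOP5 10 (0.294), REPOP7 0 (-0.132, with 1025 genes at an unadjusted p under 0.05) and REPOP10 4 (0.314). The 4 in REPOP10 were the crystallin genes Cryaa, Cryba1, Crybb2 and Crygs, all lower than in DEP14. The score of 19 lens genes was 1.44 and 1.17 in DEP14 replicates 1 and 2. It was 0.134 and 0.109 in replicates 3 and 4 and between 0.131 and 0.19 in REPOP10. The 4 calls may thus rest on DEP14 replicates 1 and 2, where lens tissue remains a possible explanation. C1qb, with no counts in any DEP14 mouse and 0.94 ± 0.407 CPM (SD, n = 4) in REPOP10, was higher in REPOP10 with an FDR of 6.92e-05 in the likelihood ratio test, 0.00591 in the fit of all 16 groups and 1 in the group-only fit. These genes were named after their values were seen.
Cx3cr1 was at 0.0624 ± 0.125 CPM (SD, n = 4) in REPOP3, 0.0636 ± 0.0734 CPM in REPOP5 (SD, n = 4), 0.108 ± 0.128 CPM in REPOP7 (SD, n = 6) and 0.532 ± 0.494 CPM in REPOP10 (SD, n = 4). Tmem119 was at 0 in every REPOP3 and REPOP7 mouse and at 0.19 ± 0.0733 CPM (SD, n = 4) in REPOP10, at least 4.33-fold lower than in CD (FDR = 0.0148).
The microglia score was below that of every CD mouse in every mouse of these groups. It changed by -0.99 in REPOP3, -1.03 in REPOP5 and -0.78 in REPOP10 (two-sided exact permutation test, p = 0.00794 each) and by -0.97 in REPOP7 (p = 0.00216), each the smallest p possible. Against DEP14 the score differed by 0.03 in REPOP3 (exact p = 0.429), by -0.01 in REPOP5 (exact p = 0.543) and by 0.04 in REPOP7 (exact p = 0.229). In REPOP10 it was 0.23 higher than in DEP14, with all 4 mice above all 4 DEP14 mice (exact p = 0.0286, the smallest possible). Among RE mice the difference between REPOP10 and DEP14 was 0.27, between the 1 re mouse of each it was 0.11, and in same-numbered pairs it was 0.23 (exact p = 0.125, the smallest that 4 pairs allow).

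**Figure D1:**
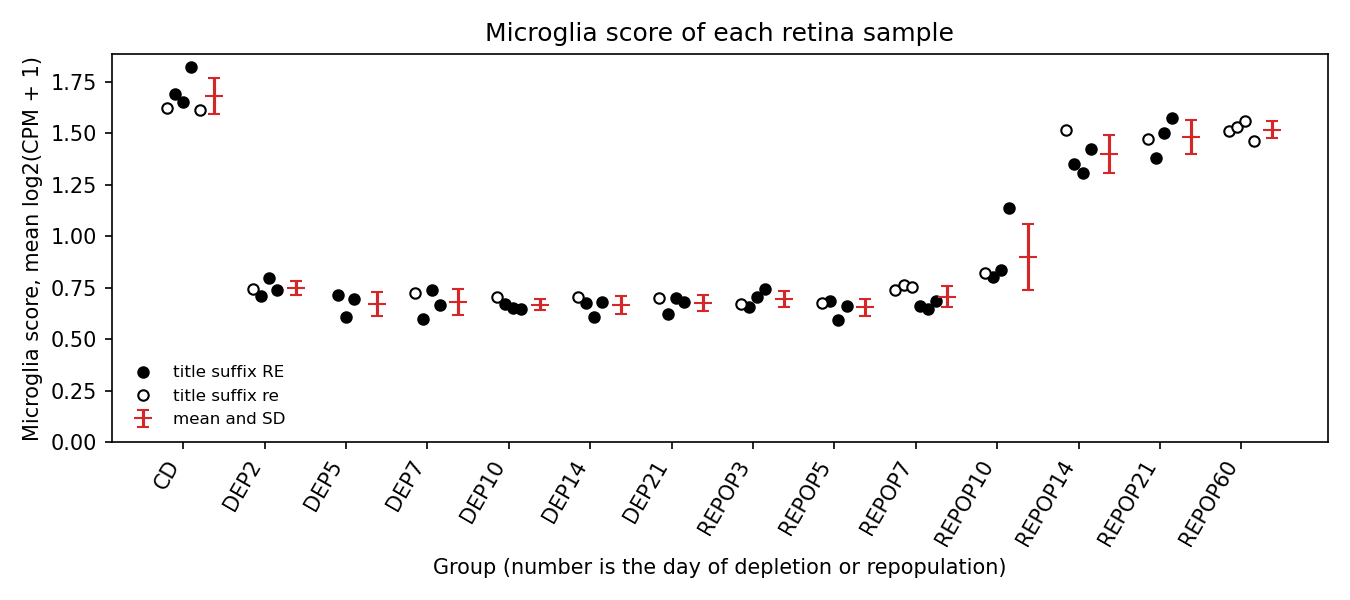
Microglia score of each mouse, the mean of log2(CPM + 1) over 30 microglia genes, for CD and the depletion and repopulation groups in order of day. Filled and open points are mice of title suffix RE and re, and the red mark and bar are the group mean and SD. CD mice lie between 1.61 and 1.82, DEP14 mice between 0.606 and 0.707, REPOP10 mice between 0.804 and 1.14 and REPOP14 mice between 1.31 and 1.51.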

During the first 10 days of microglial repopulation, the gene profiles were similar to those of microglia-free retina (Fig. 7a). Surprisingly, at day 14 of repopulation, only two genes were differentially expressed when compared to naïve retinas (Fig. 7b). 

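In the group-only fit, REPOP14 had 0 DEGs against CD among 23937 genes tested. At an unadjusted p under 0.05 there were 537 genes, against 1197 that chance alone would give, and the smallest FDR was 0.955. DEP14 vs CD also had too few (708 against 1194), together with 8 DEGs. The deficit is therefore no sign that REPOP14 and CD were alike. With the replicate number as a block, where same-numbered mice correlated by 0.192, 2 genes were DEGs. These were Gm28438 (log2 fold change -1.54, FDR = 0.00156) and Gm10222 (log2 fold change -1.30, FDR = 0.00115), both named after their values were seen. The suffix as a covariate left 0 DEGs and 818 genes at an unadjusted p under 0.05. In simulated data with the REPOP14 and CD libraries' means and sizes and 200 changed genes, the group-only fit recovered 182 of the 200 with 3 false calls. The simulated log2 fold changes were 1.5, 2 or 3 in size, with 57 of 67 recovered at 1.5. Smaller changes were not simulated, so the recovery of changes such as those of Cx3cr1 and Tmem119 below is not known. The changed genes were drawn from all genes with a mean CPM of at least 1, and no batch was simulated. In the real DEP14 fit, 8 of the 30 microglia genes were DEGs, with a median log2 fold change of -3.67 over the 30. Of the 30, 19 had a mean CPM of at least 1 in CD. The simulated recovery therefore does not hold for the microglia genes.
The microglia score in REPOP14 was 1.40 ± 0.0912 (SD, n = 4), lower than in CD by a change of -0.28, and all 4 mice were below all 5 CD mice (two-sided exact permutation test, p = 0.00794, the smallest possible). The change was -0.36 among RE mice, -0.10 for the 1 re mouse against the re CD mice, and -0.30 in same-numbered pairs. The score rose by 0.50 from REPOP10 to REPOP14 without overlap (exact p = 0.0286, the smallest possible, and 0.1 after Benjamini-Hochberg adjustment over 7 successive steps). Cx3cr1 was at 1.72 ± 0.448 CPM (SD, n = 4), a log2 fold change against CD of -1.20 (standard error 0.34, FDR = 0.993). Tmem119 was at 0.688 ± 0.269 CPM (SD, n = 4), a log2 fold change of -1.23 (standard error 0.34, FDR = 0.993).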

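REPOP21 had 0 DEGs against CD among 23739 genes tested, with 2274 genes at an unadjusted p under 0.05 where chance would give 1187. The smallest FDR was 0.513 (Prrt3, named after its value was seen). The count of DEGs depended on the batch term. With the title suffix as a covariate there were 13 DEGs, all lower than in CD, and with the replicate number as a block 25, of which 2 were higher and 23 lower (correlation of same-numbered mice 0.461). The likelihood ratio test gave 1 DEG, Cybb, which was higher than in CD (FDR = 0.000188) and was named after its value was seen. Cybb had at most 3 counts in every CD mouse, so its fold change is not bounded above by the data. One of the 4 REPOP21 mice had the lowest total count of the series, 5106429, while the next lowest library of the series had 7367693.
The microglia score in REPOP21 was 1.48 ± 0.0805 (SD, n = 4), a change of -0.20 from CD with all 4 mice below all CD mice (two-sided exact permutation test, p = 0.00794). It was -0.24 among RE mice, -0.15 for the 1 re mouse and -0.22 in same-numbered pairs. Tmem119 was at 0.889 ± 0.28 CPM (SD, n = 4) and Cx3cr1 at 2.23 ± 0.719 CPM (SD, n = 4), log2 fold changes of -0.91 and -0.84 with an FDR of 0.513 each.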

The DEGs remained few in the retinas that repopulated for 21 days (Fig. 7b). At day 60 of repopulation, no genes were differentially expressed in repopulated retinas (Fig. 7b). 

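REPOP60 had 0 DEGs against CD among 24157 genes tested. However, 3730 genes (15.4%) had an unadjusted p under 0.05 where chance would give 1208, and the smallest FDR was 0.0162 (Rpl36). All 4 REPOP60 mice carry the title suffix re, while CD holds 3 RE and 2 re mice. The label of CD replicate 2M gives 2 months, as the labels of the REPOP60 mice do, and those of the other CD mice do not. With the suffix as a covariate, the comparison rested on the 2 re CD mice and gave 0 DEGs and 779 genes at an unadjusted p under 0.05. The 0 did not hold under every model. The fit without a gene filter gave 27 DEGs, the likelihood ratio test 8 and DESeq2 1, Rpl36, with a log2 fold change of -1.32. The replicate block gave 62, although same-numbered mice correlated by only -0.074. Only 1 of the 4 same-numbered pairs shares a suffix, so the block also contrasts the suffixes. Leaving out CD replicate 1 gave 27 DEGs and leaving out CD replicate 2M gave 30. These are the 2 re mice of CD, so without either one the groups differ more in suffix. Rpl36 was named after its value was seen.
The microglia score in REPOP60 was 1.52 ± 0.0412 (SD, n = 4), a change of -0.16 from CD, and each of the 4 mice was below each CD mouse (two-sided exact permutation test, p = 0.00794). Against the 2 re CD mice alone the change was -0.10, again without overlap (exact p = 0.0667, the smallest that 4 against 2 allows). Tmem119 was at 1.44 ± 0.252 CPM (SD, n = 4) and Cx3cr1 at 2.97 ± 0.944 CPM (SD, n = 4), log2 fold changes of -0.17 (FDR = 0.79) and -0.41 (FDR = 0.519).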

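As a share of the loss in DEP14, the shortfall of the microglia score from CD was 97.4% in REPOP3, 101% in REPOP5, 96.1% in REPOP7, 77.2% in REPOP10, 27.8% in REPOP14, 19.6% in REPOP21 and 16.2% in REPOP60. REPOP60 is all re, so its share is not directly comparable. Against the re CD mice the score changed by -0.10 in REPOP14, -0.15 in REPOP21 (1 mouse each) and -0.10 in REPOP60. Among RE mice it changed by -0.36 in REPOP14 and -0.24 in REPOP21. The fall of the shares from REPOP14 to REPOP60 was thus not seen among re mice. Of the 30 microglia genes, the number higher than in CD was 0 in REPOP7, 1 in REPOP10, 7 in REPOP14, 7 in REPOP21 and 5 in REPOP60. Their median log2 fold change was -3.21 in REPOP7, -0.67 in REPOP14, -0.34 in REPOP21 and -0.33 in REPOP60. The score rose by 0.08 from REPOP14 to REPOP21 (two-sided exact permutation test, p = 0.229) and by 0.03 from REPOP21 to REPOP60 (exact p = 0.514). From REPOP14 to REPOP21 it changed by 0.13 among RE mice and by -0.04 between the 1 re mouse of each group. From the low numbers of DEGs in retinas repopulated for 14 days or longer, the paper concludes that repopulated microglia influence the retina little, and it proposes that resident and repopulated microglia function similarly in homeostasis.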

The results indicate that the retina is little influenced by repopulated microglia, suggesting the similar function between resident and repopulated microglia in homeostasis.

**Fig. 7:**
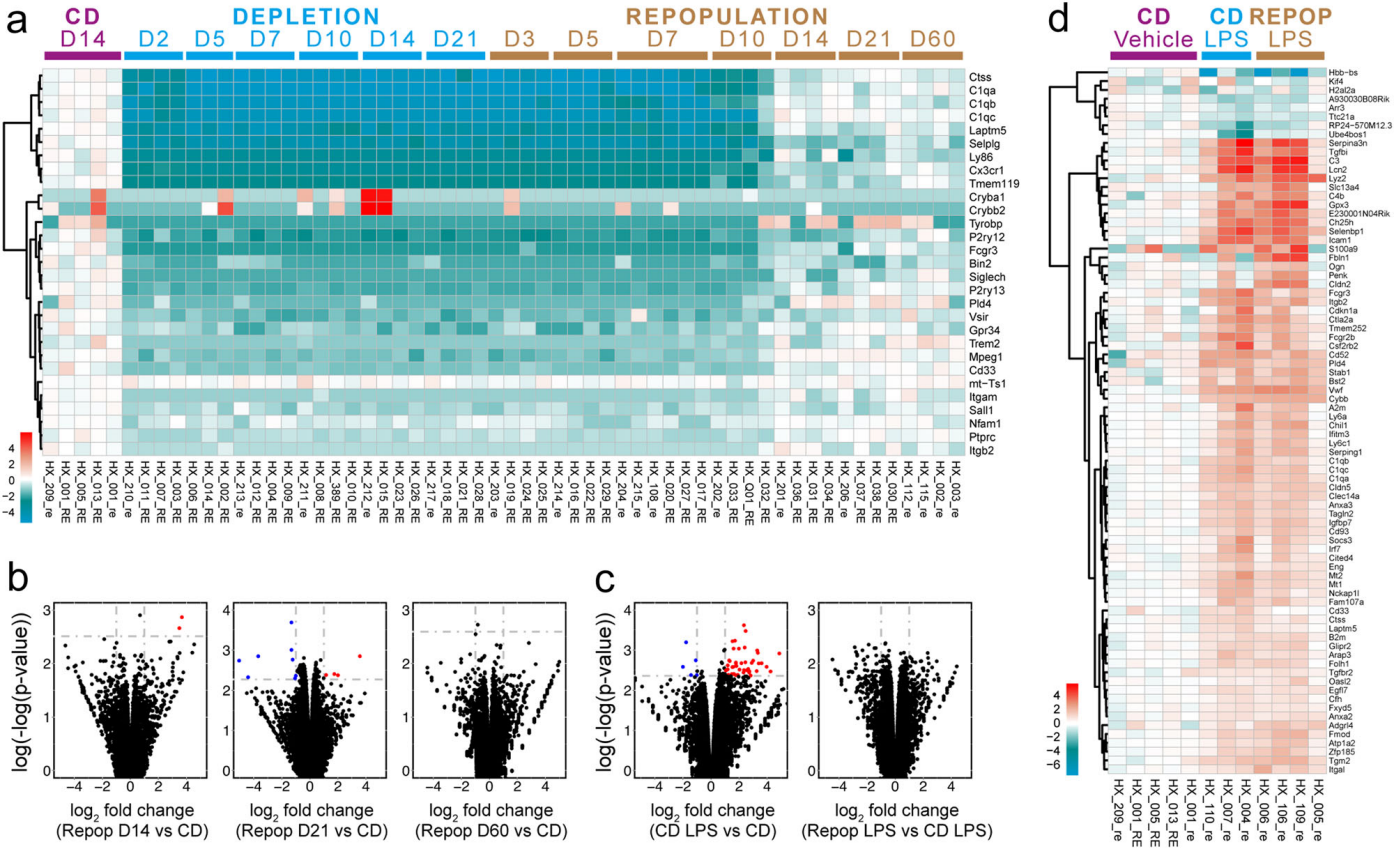
**The transcriptomes of the retina are little influenced by repopulated microglia**. **a** The heat map of retinal DEGs during microglial depletion and repopulation. **b** The volcano maps indicate the DEGs in microglial repopulated retinas compared to naïve retinas. **c** The volcano plots indicate the DEGs of the LPS challenged retinas. **d** The heat map of DEGs of the LPS challenged and vehicle treated retinas. CD: control diet, Repop: repopulation

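Fig. 7a labels 29 genes, all found among the deposited counts, and each of the 14 DEGs of the group-only fits is among them. With the FDR adjusted over these 29 genes alone and the same fold threshold, the number lower than in CD was 22 in DEP2, 26 in DEP5, 25 in DEP7, 26 in DEP10, 24 in DEP14 and 27 in DEP21. It was 22 in REPOP3, 26 in REPOP5, 25 in REPOP7, 20 in REPOP10, 0 in REPOP14, 0 in REPOP21 and 1 in REPOP60. At an unadjusted p under 0.05, 13 of the 29 were lower in REPOP14, 7 in REPOP21 and 8 in REPOP60, and 1 was higher in REPOP21. Since the list is the paper's own set of calls on these data, these counts describe the list and show no stability of the calls. In DEP14, 1 of the 29 was higher with an FDR under 0.01 over the list, and 2 were higher at an unadjusted p under 0.05. The median log2 fold change of the 29 genes fell to -3.80 in DEP14 and was -0.72 in REPOP14, -0.66 in REPOP21 and -0.48 in REPOP60.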

Next, we asked whether repopulated microglia similarly responded to neuroinflammation as resident microglia. 

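Another 2 groups of mice received lipopolysaccharide (LPS) at 1 mg/kg, a bacterial cell wall component that activates innate immune cells. LPSCD (n = 3) had resident microglia and LPSREPOP (n = 4), according to the paper, had repopulated microglia. The sample labels of the LPSREPOP mice give PLX5622 with LPS and do not mention repopulation, and the paper's assignment was used. The text of the paper gives neither the day of repopulation at which LPS was applied nor the interval to the collection of the retina. The total count per mouse ranged from 7559308 to 7837824 in LPSCD (median 7661079) and from 7457860 to 7655741 in LPSREPOP (median 7584311). The counts were made by the authors in the same way as for the time course, and each group was compared with CD and LPSREPOP also with LPSCD by the same edgeR fit. The reference is CD (n = 5). All LPS mice carry the title suffix re, against 2 of the 5 CD mice, so a difference from CD is partly a difference between suffixes. The comparison of LPSREPOP with LPSCD lies within one suffix.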

To this end, we systematically applied lipopolysaccharides (LPS; 1 mg/kg, Sigma) to activate microglia and then examined the gene profiles of the retina. The LPS challenge largely influenced the transcriptome of the retina with resident microglia, with 45 up-regulated and 5 down-regulated DEGs compared with those of naïve retinas (Fig. 7c). 

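LPSCD had 38 up-regulated and 1 down-regulated DEG against CD among 23606 genes tested, and 5366 genes (22.7%) had an unadjusted p under 0.05 where chance would give 1180. With the title suffix as a covariate, when only the 2 re CD mice inform the comparison, no gene was a DEG and 2486 genes had an unadjusted p under 0.05. The likelihood ratio test gave 240 up-regulated and 73 down-regulated DEGs, and the fit without a gene filter 236 and 75. When each mouse was left out in turn, the number up-regulated ran from 2 to 232 and the number down-regulated from 0 to 127.
Saa3, an acute-phase gene on chromosome 7 of GRCm38 from 46711998 to 46715700, was at 9.61 ± 6.61 CPM (SD, n = 3) in LPSCD and at most 1 count in a CD mouse, at least 25.6-fold higher (FDR = 0.000181). Siglec1 was at least 7.32-fold higher (FDR = 0.00428), Ch25h at least 4.27-fold (FDR = 0.00696) and Csf2rb2 at least 14.1-fold (FDR = 0.00681). Serpina3n rose from 3.14 ± 1.18 CPM (SD, n = 5) to 73.7 ± 87.8 CPM (SD, n = 3), a log2 fold change of 4.54 (standard error 0.62, FDR = 0.00345), with an SD among LPSCD mice above their mean. Vwf, an endothelial gene, had the smallest FDR, with a log2 fold change of 2.63 (standard error 0.22, FDR = 7.25e-05). Of the inflammation list, 5 genes were DEGs, namely Saa3, Serpina3n, Lcn2, C3 and Irf7. The down-regulated DEG was A930030B08Rik, with a log2 fold change of -1.58 (standard error 0.24, FDR = 0.00653).
The mean of log2(CPM + 1) over the inflammation list was 1.53 ± 0.292 (SD, n = 3), a change of 0.52 with all 3 mice above all CD mice (two-sided exact permutation test, p = 0.0179, the smallest possible, and 0.157 after Benjamini-Hochberg adjustment over 105 set scores). Against the re CD mice alone it was 0.52, without overlap. The microglia score rose by 0.50 (exact p = 0.0179) and by 0.57 against the re CD mice. Of 79 genes of Fig. 7d found in the counts, 73 were higher than in CD, 27 were up-regulated DEGs and 1 a down-regulated DEG.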

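LPSREPOP had 51 up-regulated and 2 down-regulated DEGs against CD. At an unadjusted p under 0.05 there were 4380 genes. When the suffix was a covariate 30 genes were up-regulated and 4 down-regulated, and with the replicate number as a block 130 and 36 (correlation of same-numbered mice -0.143). Only 1 of the 4 same-numbered pairs shares a suffix, so the block counts also contrast the suffixes. Saa3 was at 7.47 ± 5.06 CPM (SD, n = 4), at least 19.9-fold higher than in CD (FDR = 2.84e-05). Siglec1 was at least 5.74-fold, Cybb at least 6.17-fold and Trim30d at least 2.14-fold higher. C3 rose by a log2 fold change of 3.83 (standard error 0.49, FDR = 0.000315) and Vwf by 2.59 (standard error 0.21, FDR = 9.55e-07). The down-regulated DEGs were Hbb-bs, a globin gene with close paralogs (log2 fold change -3.69, FDR = 0.00285), and Gm28439, annotated as an unprocessed pseudogene (log2 fold change -3.29, FDR = 0.00941). Counts of both could be shared with near-identical copies. The score of 5 blood genes ran from 0.0672 to 0.564 in LPSREPOP and from 0.691 to 1.32 in CD. Among all mice without lipopolysaccharide it ran from 0.388 to 2.21. The fall of Hbb-bs therefore cannot be told from a difference in blood content. Of the 53 DEGs, 1 has 100% of its exon length under a gene on the other strand that is itself a DEG, and its counts could come from that gene. Another has 73.5% of its exon length under a DEG on the other strand, and both genes of that pair are DEGs of LPSCD too. Counts of that pair could be shared.
In the direct comparison of LPSREPOP with LPSCD, 0 of 24500 genes were DEGs. At an unadjusted p under 0.05 there were 1973 genes (8.05%) where chance would give 1225. The smallest FDR was 0.617 (Tmem67, named after its value was seen). The 0 DEGs held with DESeq2 and with the likelihood ratio test, which had 1174 and 2146 genes at an unadjusted p under 0.05. The fit of all 16 groups gave 6 DEGs, all lower in LPSREPOP. That fit with the suffix added also gave DEGs, and the fit without a gene filter gave 1. In simulated data with these libraries, 184 of 200 changed genes were recovered, 58 of 67 at a true log2 fold change of 1.5, the smallest size simulated. The changed genes were drawn from all with a mean CPM of at least 1, so the recovery of microglia genes with few counts is not known.
All 39 DEGs of LPSCD changed in the same direction in LPSREPOP, with a median log2 fold change of 1.88 in LPSCD and 1.33 in LPSREPOP, and 34 of them were lower in LPSREPOP. All 53 DEGs of LPSREPOP changed in the same direction in LPSCD, with medians of 1.78 in LPSREPOP and 1.88 in LPSCD, and 28 of them were lower in LPSREPOP. Because each list was chosen in one group, its median is inflated in that group. Both groups are all re and were compared with the same CD mice, so a shared direction is partly built in. No value expected without a shared response was computed. The groups shared 22 DEGs. The inflammation score differed by -0.08 between LPSREPOP and LPSCD (two-sided exact permutation test, p = 0.743) and the microglia score by -0.27 (exact p = 0.2), where 4 mice against 3 allow a smallest p of 0.0286. Of the 30 microglia genes, 25 were lower in LPSREPOP and 5 higher. At an unadjusted p under 0.05, 6 were lower and 0 higher. The endothelium score differed by -0.04 (exact p = 0.743) and the score of macrophage genes by 0.10 (exact p = 0.429).

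**Figure D2:**
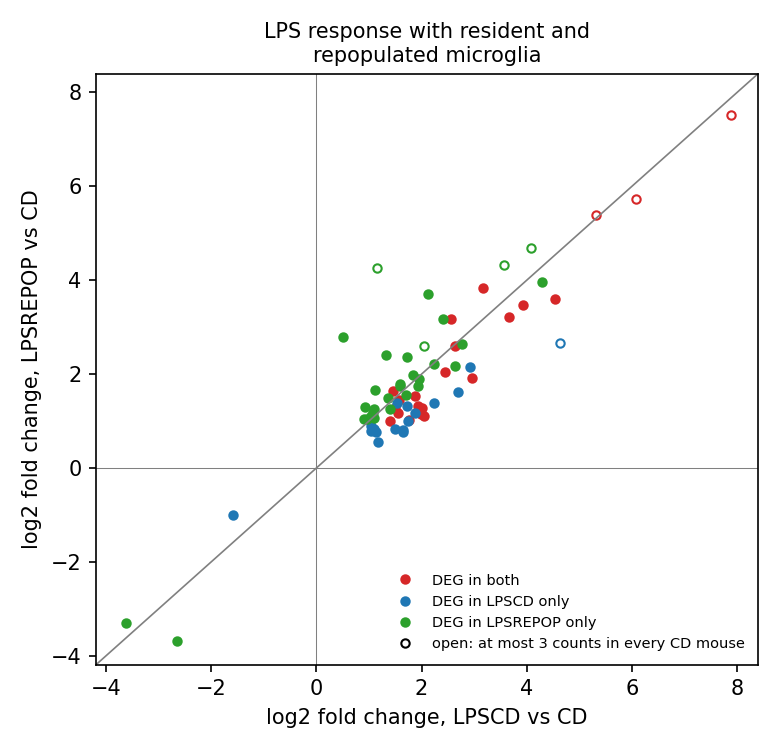
Log2 fold change against CD in LPSCD (x axis) and LPSREPOP (y axis) of the 70 genes that were DEGs in either group, where red marks the 22 DEGs of both, blue the 17 of LPSCD only and green the 31 of LPSREPOP only. Open points are the 8 genes with at most 3 counts in every CD mouse, whose fold changes are not bounded above by the data. The diagonal is the line of equal change. All 70 genes have the same sign in both groups, which is partly built in because both were compared with the same CD mice.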

Interestingly, the transcriptome of the LPS-challenged mouse retina with repopulated microglia showed no significant differences from the LPS-challenged retina with resident microglia (Figs. 7c, d), suggesting repopulated and resident microglia shared similar characteristics in neuroinflammation. Therefore, our results implicate that the repopulated microglia may share similar functions as the resident microglia in homeostatic and diseased retinas.

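The inflammation score ran from 1.23 to 1.81 in LPSCD and from 1.11 to 1.67 in LPSREPOP, while CD mice lay between 0.978 and 1.03. The microglia score ran from 2.15 to 2.25 in LPSCD and from 1.66 to 2.16 in LPSREPOP. Without LPSCD replicate 1, the comparison of LPSREPOP with LPSCD gave 86 DEGs, and without each other mouse in turn 0, with between 911 and 1996 genes at an unadjusted p under 0.05. From the absence of significant differences under LPS, together with the time course, the paper proposes that repopulated microglia share similar functions with resident microglia in homeostatic and diseased retinas.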

Taken together, by eliminating retinal microglia, we have for the first time observed a robust and massive cell regeneration in the adult mammalian retina. The repopulated retinal microglia were not derived from Nestin-positive progenitor cells or blood cells (Fig. 8). Instead, the center-emerging microglia are derived from microglia in the optic nerve and the periphery-emerging microglia are derived from macrophages in the ciliary body/iris (Fig. 8). Besides, repopulating microglia are able to undergo proliferation (Fig. 8). Repopulated microglia may play similar roles as the resident microglia in heathy and diseased retinas.

**Fig. 8:**
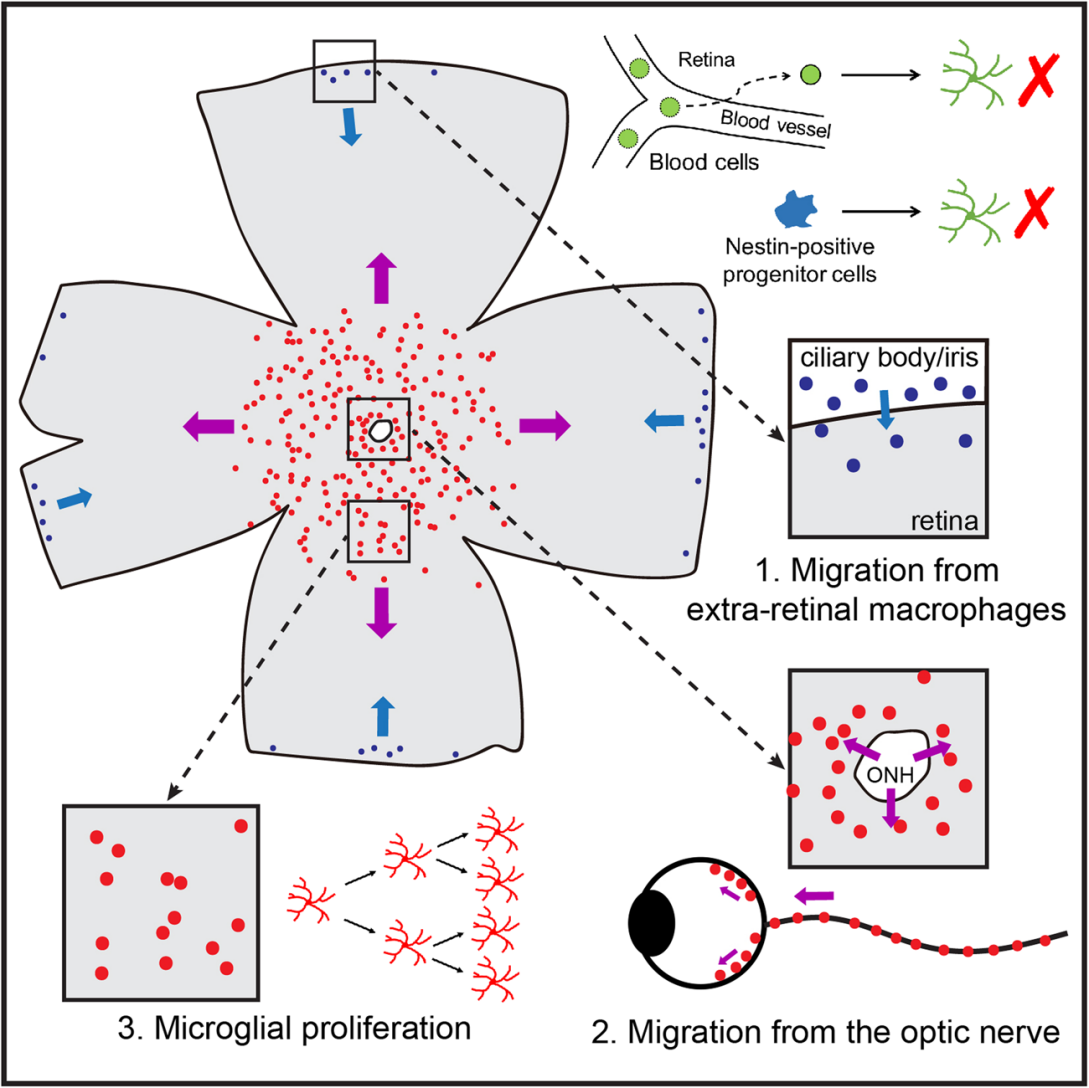
**Model of the extra-retinal origins of repopulated microglia in the retina**. Repopulated microglia are not derived from blood cells or Nestin-positive progenitor cells. Instead, they are derived from the ciliary body/iris macrophages (1) and the optic nerve microglia (2). Besides, repopulating microglia are undergoing proliferation (3)

## Discussion

### Microglial repopulation in the retina is not contributed by Nestin-positive cells or residual retinal microglia

In the previous study of the brain, endogenous Nestin-positive progenitor cells were suggested to be able to rapidly differentiate into microglia after 99% of brain microglia were depleted^14^. We found that microglia were able to regenerate in the microglia-free retina. We thus initially reasoned that the repopulated retinal microglia might share the similar origin of the brain. Unexpectedly, our fate mapping results reveal that the repopulated retinal microglia are not derived from Nestin-positive cells (Fig. 8), showing distinct cellular origins than the repopulated brain microglia. In brain repopulation study, microglia were not completely removed by pharmacological or genetic approaches^14^. Residual microglia also underwent proliferation during the repopulation period^14,32^. However, different from the brain, all microglia in the retina were depleted before the microglial repopulation. Thus, repopulated microglia cannot be derived from the residual microglia in the retina.

### Extra-retinal origins of retinal microglia

In the present study, we identified novel origins of retinal microglia by using the microglial repopulation model. Two distinct groups of extra-retinal cells contribute to repopulated microglia. First, the residual microglia in the optic nerve. They migrate to the retina through the optic nerve head. Then they repopulate the retina along the center-to-periphery axis (Fig. 8). This center-emerging population constitutes approximately 85% of the repopulated microglia. Second, the macrophages from the ciliary body/iris. The ciliary body is physically connected to the peripheral retina. Based on our results, macrophages in the ciliary body can relocate to the peripheral retina and migrate towards the central retina (Fig. 8). Since the ciliary body and iris are tightly connected, macrophages in the iris are possible to migrate to the peripheral retina through the ciliary body (Fig. 8). This periphery-emerging population accounts for around 15% of the repopulated microglia, and exhibits obvious differences in morphology. The morphologies of microglia have been believed to be primarily determined by the microenvironment^9,10,41^. Based on our observation, microglial morphologies may be also determined by intrinsic properties of the cell per se.

The ontogeny of CNS microglia and peripheral macrophages had been hotly debated for decades. For a long time, the homeostasis of microglia and macrophages had been thought to be maintained by replacement of myeloid cells in the blood^9^. However, researchers demonstrated that microglia and macrophages are autonomous and independent populations maintained by self-renewal^9,25,42–44^. Also most of non-microglia macrophages in the brain, except for choroid plexus macrophages, established stable populations^29^. Even under pathological conditions, the contribution of blood cells is minimal, if any^9,33–35,45^. In this study, we for the first time uncovered the peripheral macrophage-derived microglia. Their less ramified morphology suggests distinct intrinsic properties of this population, though the functional implications are unknown.

### Radial migration routes of retinal microglia

In the present study, our results also indicate novel migration routes of retinal microglia. In the diseased retina, the vertical migration of microglia has been observed. For instance, insulted photoreceptors in retinitis pigmentosa attracts microglia in the inner retina to migrate towards the outer retina^41,46^. However, the radial migration of microglia (either centrifugally or centripetally) has not been reported in the retina, especially for the long-distance migration. In our study, the center-emerging microglia migrated along the center-to-periphery axis and the periphery-emerging microglia migrated along the periphery-to-center axis. The physiological and pathological roles of the microglial radial migration need to be further elucidated. Furthermore, what signals attract microglia to radially migrate in the retina is unknown. Microglial migration in pathological conditions is triggered by inflammatory signals. However, based on our study, inflammatory response was not detected during the microglial depletion or repopulation period. Therefore, other factors may direct the microglia to migrate. 

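In the repopulation groups, the up-regulated DEGs among the 46 listed inflammation-related genes numbered 0 in each of REPOP3, REPOP5, REPOP7, REPOP10, REPOP14, REPOP21 and REPOP60. The genes that were higher at an unadjusted p under 0.05 numbered 2 in REPOP3, 2 in REPOP5, 1 in REPOP7, 4 in REPOP10, 3 in REPOP14, 1 in REPOP21 and 1 in REPOP60. The inflammation score differed most from CD in REPOP14, by 0.06 with 3 of 4 mice above all CD mice (two-sided exact permutation test, p = 0.0397, and 0.219 after Benjamini-Hochberg adjustment over 105 set scores). That change was 0.06 among RE mice and 0.04 for the 1 re mouse. Gfap, named after its values were seen, was above every CD mouse in all 49 mice of DEP2 to REPOP21, and in no REPOP60 mouse, where it ran from 7.47 to 11.4 CPM.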

Investigating the underlying mechanism of microglial migration in repopulation will provide new insights on understanding the regulatory principles of microglia.

## Materials and methods

### Ethics statements

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC) at Shenzhen Institutes of Advanced Technology, Chinese Academy of Sciences.

### Animals

C57BL/6J, beta-actin-GFP (C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ, JAX: 006567), Nestin-CreER^T2^ (C57BL/6-Tg(Nes-cre/ERT2)KEisc/J, JAX: 016261), Cx3cr1^GFP/GFP^ (B6.129P-Cx3cr1tm1Litt/J, JAX: 005582), Cx3cr1-CreER (B6.129P2(C)-Cx3cr1tm2.1(cre/ERT2)Jung/J, JAX: 020940) and Ai14 (B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, JAX: 007914) mice were purchased from The Jackson Laboratories. Cx3cr1^+/GFP^ knock-in mice were obtained by crossing Cx3cr1^GFP/GFP^ with C57BL/6J mice. Ai14 mice were crossed with Nestin-CreER^T2^ and Cx3cr1-CreER mice to obtain Nestin-CreER^T2^::Ai14 and Cx3cr1-CreER::Ai14 mice, respectively. All mice were housed in the laboratory animal facility on a 12 h light and 12 h dark cycle with food and water ad libitum.

### Drug administration

To deplete retinal microglia, mice were fed with PLX5622 formulated AIN-76A diet (1200 ppm, Plexxikon) at libitum. The control animals were fed with normal AIN-76A diet (Plexxikon). To systematically induce CreER dependent recombination, mice were intraperitoneally administered with tamoxifen (150 mg per kg of body weight, Sigma, C8267) dissolved in corn oil for consecutive several days^31^. For the neonatal mouse, 50 μg tamoxifen was intra-gastrically injected for consecutive 4 days as previously described^47,48^. To locally induce CreER dependent recombination, Cx3cr1-CreER::Ai14 mice were administered with 4-hydroxytamoxifen (4-OHT, Sigma, T176) by intra-optic nerve injection (2 mm to the eye ball, 0.5 μL, 5 mg/mL in 50% DMSO).

### Evans blue assay

To measure the BRB and BBB integrity during the periods of microglial depletion and repopulation, 2-month old male mice were fed by PLX5622 or CD for 14 days, and PLX5622 for 14 days followed by CD for 7 days. Mice were then intraperitoneally injected with 0.2 mL 2% Evans blue (Sigma). Six hours after injection, mice were systematically perfused by 0.9% normal saline and tissues were then harvested. Tissue homogenate was incubated with formamide (1 g tissue in 10 mL formamide, Sigma) at 55 °C for 24 h to extract Evans blue. After that, the formamide-Evans blue mixture was centrifuged and the supernatant absorbance was measured at 610 nm by a microplate reader.

### Parabiosis surgery

The parabiosis was performed following the procedures we previously described with minimal modifications^33^. In brief, one female C57BL/6J mouse was co-housed with one beta-act-GFP or Cx3cr1^+/GFP^ mouse of the similar size and body weight for at least 2 weeks before the surgery to ensure the cohabitation of harmony. After deeply anesthetized with chloral hydrate (500 mg/kg, Sigma 15307), the opposite flanks of two mice were shaved and cleaned by the ethanol and Betadine solution from the elbow to the knee, before surgical incisions were made. Next, the skins were gently detached from the subcutaneous fascia to expose around 0.5 cm of free skin. After that, the adjacent elbow and knee joints were connected by the non-absorbable 3–0 suture and sutured the skins of two animals with 5–0 absorbable sutures (Ethicon, NJ). Erythromycin ointment was applied to the sutured area. Each mouse was then administered with 0.5 mL normal saline by intraperitoneally injection after procedures. Body temperatures were maintained at 37 ℃ by a heating pad until recovery. Meloxicam (1 mg per kg body weight, Sigma) was applied to limit infection and relieve pain. Sulfamethoxazole (2 mg/mL) and Trimethoprim (0.4 mg/mL) were added in the drinking water for 10 days to prevent potential bacterial infections. The WT/beta-actin-GFP parabiotic partners were used for blood cell analysis and the WT/Cx3cr1^+/GFP^ parabiotic partners were used to study the blood-borne origin of microglia.

### Flow cytometry

The whole blood was harvested in 50 mM EDTA (Sigma) in Dulbecco’s Phosphate-Buffered Saline (DPBS, HyClone, SH30028.02). The cells were incubated in ACK buffer at room temperature (Life Technologies, A10492-01) for 5 min to remove erythrocytes, followed by aspirating the supernatant and resuspending the pellets with FACS buffer (0.5% BSA and 2 mM EDTA in DPBS). After rinsed by FACS buffer for 3 changes, the cells were incubated with 7-AAD (1:80, BD Pharmingen, 559925) on ice for 10 min to label dead cells. Then the cells were analyzed by BD FACS Canto II (BD Biosciences). The blood chimera was identified by the percentage of GFP-positive blood cells in the parabiotic C57BL/6J mice. The cytometric flow data were then analyzed and plotted by FlowJo 7.6.1.

### Tissue preparation

Animals were deeply anesthetized by chloral hydrate (500 mg/kg body weight). For histological experiments, animals were perfused by 0.01 M PBS (Sigma, P4417) and 4% paraformaldehyde (PFA) (Sigma, 441244), respectively. Retinas and optic nerves were then collected and post-fixed in 4% PFA at 4 ℃ for 2 h. For the RNA-Seq, mouse retinas were immediately harvested in cold DPBS after deep anesthetization. Then retinas were quickly frozen in liquid nitrogen, and stored at −80 ℃ until further processes.

### Cryosection preparation

The ciliary body and iris were dehydrated in 30% sucrose in 0.01 M PBS at 4 ℃ for 2 days. After embedded in optimal cutting temperature compound (OCT, Tissue-Tek), the ciliary body and iris were quickly frozen by liquid nitrogen and then stored at −80 ℃ before sectioning. The ciliary body and iris with regions of interest (ROIs) were sectioned by the cryostat (Leica, CM1950) at the thickness of 20 μm.

### Immunohistochemistry

Whole-mount retinas and optic nerves were rinsed by PBS 10 min for 3 times, followed by 4% normal goat serum (NGS, Jackson Immuno, 005-000-121) or normal donkey serum (NDS, Jackson Immuno, 017-000-121) in 0.01 M PBS containing 0.5% Triton X-100 (Sigma-Aldrich T8787) (PBST) blocking at room temperature (RT) for 2 h. Then the samples were incubated with primary antibodies in 1% NGS or NDS in PBST at 4 ℃ overnight. After rinsed by PBST for 3 changes, samples were incubated with Alexa Fluor dyes conjugated secondary antibodies in 1% NGS or NDS in PBST with 4′,6-diamidino-2-phenylindole (DAPI, 1:1000, Sigma-Aldrich, D9542) at RT for 2 h. After that, samples were well rinsed for 3 times before mounted with anti-fade mounting medium (Vectashield H-1000).

Primary antibodies included rabbit anti-Iba1 (1:500, Wako, 019-19741), rat anti-BrdU (1:200, Abcam, AB6326), rabbit anti-GFP (1:500, Invitrogen, A11122), chicken anti-GFP (1:200, Millipore, AB16901) and goat anti-mCherry (1:500, Biorbyt, orb11618). Secondary antibodies conjugated to Alexa Fluor 488, Alexa Fluor 568 and Alexa Fluor 647 (Molecular Probes) were 1:500 diluted.

### BrdU incorporation assay

A single dose of BrdU (50 mg/kg, Invitrogen, 00-0103) was administered to the animals 24 h prior to sacrifice. Whole-mount retinas were denatured by 2 M hydrochloric acid for 20 min at RT, followed by renaturation with 0.01 M borate buffer (pH 8.2, Sigma-Aldrich 08059) at RT for 30 min before 0.01 M PBS rinse for 10 min. The immunohistochemistry was then carried out afterwards.

### Retinal explant ex vivo culture

Retinas from Cx3cr1-CreER::Ai14 or Cx3cr1^+/GFP^ mice were quickly dissected in the 95% O_2_ and 5% CO_2_ bubbled Ames Medium (Sigma). Then the retinal explant was carefully flattened on a millicell insert (Millipore, PICM03050) in the ganglion cell-up manner. After that, the retinal explant was transferred to the six-well plate. The retinal explants were cultured in Ames Medium with 20% heat inactivated horse serum (Gibco), 16 ng/mL colony stimulating factor 1 (Sigma), 10 ng/mL IL-34 (Sigma), and 1:100 penicillin-streptomycin (Invitrogen). The retinal explants were placed in the air-medium interface and maintained at 37 ℃ in a humidified atmosphere with 5% CO_2_. The culture medium was changed every 2 days.

### Microscopy

Confocal Images were taken by solid state lasers equipped Carl Zeiss LSM 700 confocal microscope. Plan-Apochromat 20 × (0.8 NA) 40 × (1.4 NA, Oil) or 63 × (1.4 NA, Oil) objectives were used. *Z*-stacked focal plans were taken and then maximal projected by ZEN 2.1 (Carl Zeiss). Images were adjusted by ZEN 2.1 (Carl Zeiss) and/or ImageJ (NIH) if necessary. Images were taken in the middle peripheral retina (50% eccentricity) unless specified.

Fluorescence images of the whole retina were acquired by the Nikon TI-U microscope equipped with a motorized stage (Nikon TI-S-E). Whole retina images were merged automatically by either Nikon NIS-Elements V4.50 (Nikon) or Photoshop CS3 (Adobe). Images were adjusted by ZEN 2.1 (Carl Zeiss) and/or ImageJ (NIH) if necessary.

### Data analysis

Microglial cell numbers were counted by Nikon TI-U microscope. Microglia were visualized by GFP, tdTomato or Iba1. Sampling areas were 10×, 20×, or 40× images at ROIs for each animal.

### RNA sequencing

Total RNA was extracted from retinal homogenate using the TriPure Isolation Reagent (Roche) following the manufacturer’s protocol. Then the RNAs were sent to BGI for 50 bp single-end sequencing by BGISEQ-500 sequencer. In Brief, Oligo (dT) magnetic beads were first used to select mRNA with polyA tail, or hybridized the rRNA with DNA probe and digested the DNA/RNA hybrid strand, followed by DNase I reaction to remove DNA probe. After the target RNA were obtained after purification, they were fragmented and reverse transcripted to the double-strand cDNA (dscDNA) by N6 random primer. Then the dscDNA was end repaired with phosphate at 5′ end and stickiness “A” at 3′ end, then ligated and adapted with stickiness T at 3′ end to the dscDNA. Next, two specific primers were used to amplify the ligation product. PCR products were then denatured by heat and the single strand DNA was cyclized by splint oligo and DNA ligase. After that, 50 bp single-end sequencing was performed on the prepared library by BGISEQ-500. At least 20 M clean reads of sequencing depth were obtained for each sample. 

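The counts assigned to genes total between 5106429 and 8760443 per mouse (median 7944665), and only 1 mouse, a REPOP21 mouse, lies under 7367693. All values here use these totals. The number of reads before alignment and counting was not analysed here.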

All RNA-Seq raw data were uploaded in Gene Expression Omnibus (GEO ID: GSE105135).

### Analysis of RNA sequencing data

RNA-Seq data were initially filtered to obtain the clean data, including removing reads with adaptors, reads with more than 10% unknown bases or low quality reads (the percentage of low quality bases is over 50% in read). Clean data were aligned to the mouse genome (MM10) using HISAT2 with default parameters^49^. Htseq was used to calculate the raw counts for each sample^50^. 

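The text of the paper does not give the strand setting of the counting. Among 90 genes with at least 95% of their exon length inside the exons of a gene on the other strand whose mean FPKM is at least 20, the counts per base were 1.06 times those of the other gene at the median (quartiles 0.252 and 2.28). In the StringTie values the same genes had a median ratio of 0.00035. No pair of the 65 libraries had identical counts.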

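The deposited FPKM values entered one alternative of the microglia score, as log2(FPKM + 1). On that scale the difference of LPSREPOP from CD was 0.21 (two-sided exact permutation test, p = 0.0238), while on the CPM scale it was 0.24 (exact p = 0.0794). The other comparisons with CD had the same direction and stayed on the same side of an exact p of 0.05.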

Stringtie was used to estimate the expression level of the detected genes as FPKM values^51^. EdgeR was used to evaluate the statistical significance of DEGs and the additive linear model was utilized to compensate the batch effect^52^.

### Differentially expressed gene calculation

Sixteen groups from 65 mice were designed in this study, namely CD (control diet group), DEP2 (day 2 of microglial depletion), DEP5, DEP7, DEP10, DEP14, DEP21, REPOP3 (day 3 of microglial repopulation), REPOP5, REPOP7, REPOP10, REPOP14, REPOP21, REPOP60, LPSCD (LPS challenged normal retina), LPSREPOP (LPS challenged microglial repopulated retina). DEGs of each experimental group were detected compared to the control group. To ensure the reliable and robust analysis, genes detected in at least half of samples size and in at least one of the comparing groups were taken into consideration for DEG calculations. 

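With a count of at least 1 taken as detection, between 23213 (DEP5) and 24262 (LPSREPOP) of 50686 genes were tested in the comparisons with CD. Without any gene filter, 29362 genes were tested in REPOP14 and 29483 in REPOP60, and the number of DEGs in any depletion or repopulation group was 44 in place of 14. With edgeR's filterByExpr, which asks for more counts, 15533 genes were tested in REPOP14 and the number in any group was 9.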

EdgeR was applied to detect DEGs between the compared groups^52^. 

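With the FDR threshold alone, the number of DEGs in any depletion or repopulation group was 15 in place of 14. LPSREPOP had 83 up-regulated and 8 down-regulated genes.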

DEGs were defined as genes with false discovery rate (FDR) less than 0.01 and log_2_ fold change greater than 1(up-regulation) or smaller than −1 (down-regulation).

### Statistical analysis

Results were presented as mean ± standard deviation (SD). One-way analysis of variance with Bonferroni’s *post hoc* was used for multiple comparisons. Independent *t*-test was performed to compare differences between two groups. The statistical significance was defined as *p* < 0.05. All statistics were performed by Prism (GraphPad), SPSS (IBM) or Excel (Microsoft).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

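Retinal RNA of 65 mice in 16 groups was analysed, the control diet group (CD), 6 depletion groups, 7 repopulation groups and 2 groups given lipopolysaccharide. Groups were taken from the sample labels and the paper, and each mouse is a replicate. The deposited count values are reads per gene that the authors counted with HTSeq after alignment to mm10 with HISAT2, with no normalization. The deposited FPKM values were computed by the authors with StringTie from the same alignments. Genes were named by symbol from a reference annotation and placed with GENCODE M21 on GRCm38, the build of the paper. GENCODE M21 holds 50376 of the 50686 identifiers. The total count per mouse ranged from 5106429 to 8760443 (median 7944665), and a level of 3 counts, taken as the floor, corresponds to 0.342 CPM in the largest library and 0.587 CPM in the smallest. This covers counting error only and not the spread between mice. For genes at or under the floor in a whole group, fold changes are given as bounds.

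In all, 20 comparisons were fitted with edgeR 4.0.16 in R 4.3.3, each with the mice of its 2 groups, TMM normalization, the group as the only term and the quasi-likelihood F test. Genes with a count of at least 1 in a share of 0.5 or more of the mice of either group were tested. A gene was a DEG at a Benjamini-Hochberg FDR under 0.01 and an absolute log2 fold change above 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Set scores are means of log2(CPM + 1) with TMM library sizes over all 65 mice, for gene lists written in advance, and were compared by two-sided exact permutation tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and random draws used the seed 1. The fits were tested on simulated data with 200 changed genes, whose log2 fold changes were 1.5, 2 or 3 in size. These data contained independent noise and no batch component.

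The paper describes an additive batch model, but its text does not name the batches, so no batch term was part of the comparisons. The title suffix of the samples (RE or re) was used as a covariate in an alternative. For LPSREPOP vs LPSCD, where all mice share the suffix, the leading character of the title number took its place. Replicate numbers come from the sample descriptions and mark different mice, and the comparisons were planned without pairs, although same-numbered mice were correlated in most of them. The numbers entered an alternative as a block, and the correlation of same-numbered mice over 12346 genes with a mean CPM of at least 5 was checked.

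The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, RLE normalization, filterByExpr, no gene filter, all 16 groups in one fit, the title suffix covariate, the replicate block, no fold threshold and leaving out each mouse in turn. For the scores they were a pseudocount of 0.1, log2(FPKM + 1), RLE, 2 other gene lists, each suffix alone and the block. A fit of all 16 groups with the suffix was added after the data were seen.

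Genes are named by a rule. It covers the genes the text of the paper names for the sequencing, and for each comparison with CD at most the 5 DEGs of largest absolute log2 fold change without overlap between the groups. It also covers all DEGs where there are 5 or fewer, DEGs of the gene lists, and genes of Fig. 7a or Fig. 7d where a value differs from the figure. Genes named outside the rule are marked where they appear. No mouse was left out. Raw reads were not part of what was analysed, so nothing was realigned, and exon usage, variants and the microscopy of the paper were not analysed.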

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

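The 4 tests of REPOP10 replicate 4 and the 2 tests of the lens genes were chosen only after the results were seen. The measures searched for a mouse far from its group (3 scores and the 5 genes the text names) were chosen after the scores were seen. Over 75 combinations of group and measure, 4 had a mouse beyond the 95% critical value of Dixon's ratio of gap to range, where 3.8 are expected by chance (1 in 20), so the number of such mice is what chance gives.

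REPOP10 replicate 4 stood far from the other mice of its group in the microglia score, at 1.14 against 0.804 to 0.834 (ratio 0.91). After reduction of its library to the smallest total of the group the ratio was 0.909. Its total of 8226055 was close to the smallest, 7555734, so the reduction could hardly move the ratio and cannot tell about depth. Its score exceeded that of the mouse of the same title series by 0.332, with 1 mate to compare. That mate is among the mice from which replicate 4 was singled out, so the gap cannot tell about the series. It lay 0.17 below the lowest REPOP14 mouse, which goes against a mislabelled REPOP14 mouse. Of the 30 microglia genes, 18 were highest in this mouse among the 4. This count restates the score by which the mouse was singled out, so it cannot tell whether microglia were back earlier in this mouse. GC content and cells carried along with the tissue were not tested for it.

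The microglia score rose from REPOP7 to REPOP10 by 0.192, which the test of the difference between these days singled out (two-sided exact permutation test, p = 0.00476, the smallest possible, and 0.0333 after Benjamini-Hochberg adjustment over 7 steps; higher in 4 of 4 mice than in every REPOP7 mouse). It was 0.261 among RE mice and 0.0703 for the re mouse, without overlap in either. The size of the rise rests in part on REPOP10 replicate 4, at 1.14. The other REPOP10 mice lay between 0.804 and 0.834, still above the highest REPOP7 mouse at 0.762. Apart from these values within each suffix, no technical explanation was tested for this step.

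Lens genes, which the paper discusses only through single genes in Fig. 7a, were high in DEP14 replicate 1 (score 1.44) and replicate 2 (1.17), above every CD mouse. Lens tissue left on the retina was tested by the other lens genes, of which 6 of 17 were higher in both mice than in every CD mouse. Because CD replicate 4 itself had a high lens score, this count cannot tell, and lens tissue remains a possible explanation. A response to depletion was tested by the number of DEP14 mice above every CD mouse, which was 2 of 4. The mice were singled out by this measure, so the count cannot tell. The group difference was 0.41 (exact permutation p = 0.278, and 0.608 after adjustment over 105 set scores). The lens score was also far from the group in CD replicate 4 (0.729 against 0.126 to 0.267, ratio 0.767) and in REPOP3 replicate 2 (0.406 against 0.134 to 0.163, ratio 0.892). Tmem119 in REPOP60 replicate 2 was at 1.82 CPM against 1.3 to 1.33 (ratio 0.935). No technical or biological explanation was tested for these 3 mice.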

How the results depend on the processing

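The alternatives named here, apart from the fit of all 16 groups with the title suffix, were set before the data were examined, and no test of this part was chosen after a result was seen. That fit was chosen after seeing the data. Counts within a ratio of 1.5 of the value of the group-only fit are taken as the same. No result reversed its direction past a threshold. With a pseudocount of 0.1 and with the genes labelled in Fig. 7a, 20 of 20 microglia score results stayed the same. For each changed value below, the cause was not tested.

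RLE normalization left 44 of 45 results the same, with 1 down-regulated DEG in LPSREPOP. DESeq2 left 35 of 40 the same and gave 6 DEGs in REPOP10, 1 in REPOP60, 126 up-regulated and 14 down-regulated in LPSCD and 8 up-regulated inflammation genes in LPSCD. Without the fold threshold, 22 of 25 were the same, and there were 83 up-regulated and 8 down-regulated genes in LPSREPOP and 1 up-regulated gene in any depletion group. With filterByExpr, 19 of 25 were the same, and there were 9 DEGs in REPOP7, 9 in any depletion or repopulation group, 17 up-regulated and 0 down-regulated in LPSCD (4487 genes at an unadjusted p under 0.05), and 18 and 0 in LPSREPOP (3369 genes).

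Without a gene filter, 16 of 25 were the same. There were 7 DEGs in REPOP10, 27 in REPOP60, 1 in LPSREPOP vs LPSCD, 44 in any depletion or repopulation group, 14 down-regulated in any depletion group, 236 up-regulated and 75 down-regulated in LPSCD, and 139 and 40 in LPSREPOP. With the likelihood ratio test, 6 of 25 were the same. There were 16 DEGs in DEP2, 18 in DEP5, 21 in DEP7, 19 in DEP10, 22 in DEP14, 24 in DEP21, 16 in REPOP3, 23 in REPOP5, 23 in REPOP7, 9 in REPOP10, 1 in REPOP21, 8 in REPOP60 and 1 in REPOP10 vs DEP14. In any depletion or repopulation group there were 43, and 32 were down-regulated in any depletion group. LPSCD had 240 up-regulated and 73 down-regulated, LPSREPOP 139 and 26.

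With all 16 groups in one fit, 11 of 25 were the same. There were 17 DEGs in DEP7, 15 in DEP10, 16 in DEP14, 13 in DEP21, 14 in REPOP3, 17 in REPOP5, 7 in REPOP10, 1 in REPOP10 vs DEP14 and 6 in LPSREPOP vs LPSCD. In any depletion or repopulation group there were 22, and 19 were down-regulated in any depletion group. LPSCD had 235 up-regulated and 66 down-regulated, LPSREPOP 0 down-regulated (3566 genes at an unadjusted p under 0.05). When the suffix was added to that fit, 9 of 25 were the same. There were 17 DEGs in DEP7, 15 in DEP10, 16 in DEP14, 18 in DEP21, 14 in REPOP3, 17 in REPOP5, 9 in REPOP10, 2 in REPOP21, 1 in REPOP5 vs DEP14, 2 in REPOP7 vs DEP14, 2 in REPOP10 vs DEP14 and 18 in LPSREPOP vs LPSCD. In any depletion or repopulation group there were 26, and 22 were down-regulated in any depletion group. LPSCD had 246 DEGs, 2.0e+02 of them up-regulated and 44 down-regulated.

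As a covariate in each comparison, the suffix left 13 of 25 the same. There were 15 DEGs in DEP7, 14 in DEP10, 21 in DEP21, 20 in REPOP10 and 13 in REPOP21. In any depletion or repopulation group there were 34, with 26 down-regulated and 1 up-regulated in any depletion group. LPSCD had 0 up-regulated and 0 down-regulated (2486 genes at an unadjusted p under 0.05), LPSREPOP 30 and 4. With the replicate number as a block, 24 of 45 were the same. There were 14 DEGs in DEP5, 44 in DEP7, 33 in DEP10, 22 in DEP14, 21 in DEP21, 15 in REPOP3, 7 in REPOP7, 23 in REPOP10, 2 in REPOP14, 25 in REPOP21 and 62 in REPOP60. Against DEP14 there were 15 in REPOP3, 10 in REPOP5 and 4 in REPOP10. In any depletion or repopulation group there were 120, with 41 down-regulated and 25 up-regulated in any depletion group. LPSCD had 66 up-regulated and 30 down-regulated, LPSREPOP 130 and 36. Only 1 same-numbered pair shares a suffix in each of REPOP60, LPSCD and LPSREPOP vs CD, so the block there also contrasts the suffixes. LPSREPOP vs LPSCD had 0 with the block (1285 genes at an unadjusted p under 0.05). Same-numbered mice correlated by 0.028 in DEP5 vs CD, -0.081 in REPOP7 vs CD, -0.074 in REPOP60 vs CD, -0.076 in LPSCD vs CD and 0.086 in LPSREPOP vs LPSCD.

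Inflammation genes at an FDR under 0.05 over the list without a fold threshold numbered 2 in DEP2, 1 in DEP5, 2 in DEP7, 1 in DEP10, 1 in DEP14, 1 in DEP21, 1 in REPOP3, 1 in REPOP5, 1 in REPOP7, 2 in REPOP10, 2 in REPOP14, 16 in LPSCD and 13 in LPSREPOP. The microglia score of LPSREPOP vs CD was 0.21 with FPKM (exact permutation p = 0.0238) and 0.28 with set genes of a mean CPM of at least 1 (exact permutation p = 0.0317). With FPKM, REPOP3 vs DEP14 was -0.0032. REPOP7 vs CD was -1.06 among RE mice and -0.87 among re mice.

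Across the fits that each left out one mouse, DEGs ranged from 1 to 8 in DEP5, from 5 to 8 in REPOP3, from 9 to 13 in REPOP7, from 0 to 13 in REPOP10, from 0 to 30 in REPOP60 and from 0 to 86 in LPSREPOP vs LPSCD. In LPSCD they ranged from 2 to 232 up-regulated and from 0 to 127 down-regulated, in LPSREPOP from 14 to 91 and from 0 to 27. In any depletion or repopulation group they ranged from 9 to 43 across 58 fits. The microglia score ranged from 0.1585 to 0.3251 for LPSREPOP vs CD, from -0.0330 to 0.0077 for REPOP5 vs DEP14 and from 0.1521 to 0.2628 for REPOP10 vs DEP14. DEP2 (from 7 to 9), DEP7 (from 7 to 10), DEP10 (from 8 to 10), DEP14 (from 7 to 8), DEP21 (from 8 to 9) and REPOP5 (from 6 to 8) stayed within the ratio of 1.5. For the genes named one by one, 935 values were computed under alternatives. Of these 888 were the same, 33 weaker, 10 stronger, 4 moved and 0 reversed.

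Depth limits the genes with few counts. Itgam and Trem2 in CD are close to the floor of 3 counts, so their fall cannot be measured beyond a bound, and between 26 and 29 of the 46 inflammation genes passed the detection filter in the depletion and repopulation groups. In simulated data the fit recovered 193 of 200 changed genes in DEP14, 182 in REPOP14, 197 in REPOP60 and 184 in LPSREPOP vs LPSCD. All had a mean CPM of at least 1 and a true log2 fold change of at least 1.5 in size. The real DEP14 fit called 8 of the 30 microglia genes, so the simulated recovery does not hold for genes with few counts.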

Differences from the paper's values

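No test in this part was chosen after a result was seen, apart from the added fit named below. The paper's number of DEGs in any depletion or repopulation group is 29, and the value here was 14. Of the alternatives set before the data were examined, the likelihood ratio test (43), all 16 groups in one fit (22) and the title suffix covariate (34) came within a ratio of 1.5 of the paper's value. DESeq2 (18), RLE (14), filterByExpr (9), no gene filter (44), the replicate block (120) and no fold threshold (15) did not. Of the fits that each left out one mouse, those without CD replicate 1 (40), CD replicate 2M (43) and REPOP10 replicate 1 (23) came within that ratio and the others did not. The fit of all 16 groups with the title suffix, chosen after seeing the values, gave 26.

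The paper's number for REPOP14 is 2, and the value here was 0, with 537 genes at an unadjusted p under 0.05. The replicate block gave 2, Gm28438 (log2 fold change -1.54) and Gm10222 (log2 fold change -1.30). The other alternatives set before the data were examined gave 0, the fits that each left out one mouse included, with at most 1818 genes at an unadjusted p under 0.05, and the fit added after seeing the values gave 0, with 962. Fig. 7b shows up-regulated points on that day, and both genes of the block were lower.

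For REPOP21 the paper shows about 10 DEGs in Fig. 7b, read by eye, and the value here was 0, with 2274 genes at an unadjusted p under 0.05. The title suffix covariate gave 13. The likelihood ratio test (1) and the replicate block (25) did not come within the ratio, nor did the settings with 0, which were DESeq2, RLE, filterByExpr, no gene filter, all 16 groups in one fit, no fold threshold and the fits that each left out one mouse (between 916 and 5855 genes at an unadjusted p under 0.05). The fit added after seeing the values gave 2.

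The paper's number of down-regulated DEGs in LPSCD is 5, and the value here was 1. Of the alternatives set before the data were examined, the fit without CD replicate 2M (6) came within a ratio of 1.5, and the other fits that each left out one mouse, which ranged from 0 to 127, did not. The remaining alternatives did not close the gap and gave 14 (DESeq2), 73 (likelihood ratio test), 1 (RLE), 0 (filterByExpr, with 4487 genes at an unadjusted p under 0.05), 75 (no gene filter), 66 (all 16 groups in one fit), 0 (title suffix covariate, with 2486), 30 (replicate block) and 1 (no fold threshold). The fit added after seeing the values gave 44.

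The paper lists Itgam, Trem2 and Sall1 among the genes lowered by depletion, and none was a DEG in a depletion group here. In DEP14 their FDR was 0.0853, 0.321 and 0.2. The likelihood ratio test called Itgam in 5 depletion comparisons, Sall1 in 2 and Trem2 in 1. Itgam was also called in 1 comparison outside depletion by each of DESeq2, no gene filter, all 16 groups in one fit, the title suffix covariate and the added fit.

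Of the 29 genes of Fig. 7a, 14 were DEGs here, and 28 were called in at least 1 setting in a comparison of a depletion or repopulation group with CD, the exception being Cryba1. Crybb2 was called in these comparisons by the replicate block alone, in 3 of them. Against DEP14, the block called Cryba1 and Crybb2 in REPOP10, and the added fit, chosen after seeing the values, called Crybb2 in REPOP5, REPOP7 and REPOP10, all lower than in DEP14. Lens scores were 1.44 and 1.17 in DEP14 replicates 1 and 2, so lens tissue in these mice remains a possible explanation. The gene mt-Ts1 was called by the likelihood ratio test (1 comparison), no gene filter (1), the title suffix covariate (3), the replicate block (4) and 2 of the fits that each left out one mouse.

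The paper describes retinas up to REPOP10 as close to retinas without microglia, and the number of DEGs of REPOP10 vs CD here was 0, with 1467 genes at an unadjusted p under 0.05. DESeq2 gave 6, the likelihood ratio test 9, no gene filter 7, all 16 groups in one fit 7, the title suffix covariate 20, the replicate block 23, the added fit 9, the fit without REPOP10 replicate 1 13 and the fit without REPOP10 replicate 4 3.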

Other observations

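The tests of the title suffix as a batch, of the 2 excesses of small p-values, of the strand and of the pooled cell-cycle and macrophage scores were chosen only after the results were seen, and the groups pooled for those scores were chosen because their values were high.

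The first principal component separated the libraries by title suffix, with all re libraries above all RE libraries in 12 of the 12 groups that hold both. That count follows from the separation over all mice, so it cannot tell a sequencing or library batch from another difference between the suffixes. After reduction of all libraries to the smallest total, the gap was still 12.5, which goes against depth. Across 12318 genes the suffix difference correlated with GC content by a Pearson r of 0.613, and with log10 transcript length by 0.0668. Histone genes differed by a median of -0.246 (log2, 12 genes). Whether transcripts of these 12 genes carry a polyA tail was not checked. The value therefore cannot tell whether one batch had rRNA removal and the other polyA selection. A batch with a GC-related bias may remain, and the suffix is not named as a batch by the paper. No biological explanation was tested.

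REPOP60 vs CD had 3730 genes at an unadjusted p under 0.05. There were 779 with the suffix in the model, under the 1208 expected by chance, so the excess could come with the suffix. For LPSREPOP vs CD, 1853 genes were left with the suffix in the model, above the 1213 expected, so the suffix does not account for all of that excess.

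Other splits of the mice were compared with the real one where they part as many same-numbered pairs, so they differ from it only in which mice of a pair change sides. As many DEGs as in the real split came from 1 of 16 splits in each of DEP2, DEP7, DEP10, DEP14, DEP21, REPOP3 and REPOP5 vs CD, from 1 of 8 in DEP5 vs CD, from 1 of 8 in LPSCD vs CD and from 2 of 16 in LPSREPOP vs CD. In REPOP7 vs CD it was 1 of 48, a share of 2.08%. As many genes at an unadjusted p under 0.05 came from 3 of 16 splits in REPOP10, 10 of 16 in REPOP14, 1 of 16 in REPOP21 and 4 of 16 in REPOP60 vs CD. Against DEP14 they came from 2 of 8 in REPOP3, 5 of 8 in REPOP5, 11 of 16 in REPOP7 and 5 of 8 in REPOP10, and for LPSREPOP vs LPSCD from 1 of 8. The real split is one of those counted, so apart from REPOP7 vs CD the share cannot fall under 6.25% with 16 splits or 12.5% with 8. The number of splits thus settles beforehand that this test cannot set a chance split aside. The other splits gave 0 DEGs in each depletion group, REPOP3 and REPOP5 vs CD (at most 2449 genes at an unadjusted p under 0.05) and at most 1 DEG in LPSCD vs CD. A split with 1 re mouse in the first group gave a result as large as the real one in REPOP60 vs CD (6284 genes at an unadjusted p under 0.05; 4 re mice in the real split), in LPSREPOP vs CD (64 DEGs; 4 re mice) and in REPOP7 vs DEP14 (4864 genes; 3 re mice), so by these splits batch and condition cannot be told apart there. In LPSREPOP vs CD, the only other split with the real number of re mice in the first group gave 0 DEGs (4320 genes at an unadjusted p under 0.05), and the suffix as a covariate left 30 up-regulated and 4 down-regulated DEGs.

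The counts are far below the depth the paper states. If reads without strand were counted on one strand, a gene inside the exons of a gene on the other strand would get about as many counts per base as that gene. The median ratio over 90 such genes was 1.06, so counting on one strand of unstranded reads is a candidate explanation for part of the loss.

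Gfap was above every CD mouse in 49 of 49 mice of DEP2 to REPOP21, with log2 fold changes from 0.55 to 0.99. Over the CD and depletion mice it correlated with the myelin score by a Pearson r of -0.035 (Spearman -0.027, n = 28, p = 0.86, and 1 after adjustment over 9 relations), which goes against optic nerve carried along. The r was 0.212 among RE mice, -0.607 among re mice and 0.048 without the 2 farthest mice. Its log2 fold change in DEP14 was 0.93 with the title suffix in the model and without it. The suffixes are nearly balanced between these groups, so the model could hardly move the value. The 49 mice above every CD mouse and the CD mice themselves carry both suffixes, which goes against the suffix. Of 6 other astrocyte genes, 1 was higher in DEP14 at an unadjusted p under 0.05, which goes against a change in the number of astrocytes. The FDR of Gfap in DEP14 ranged from 3.73e-08 (DESeq2) to 0.916 (all 16 groups with the title suffix). In the latter fit the log2 fold change was 0.92 and the standard error 0.32, against 0.12 in the group-only fit. A reaction of glia that lasts until REPOP21 may be a hypothesis, and not every technical explanation was tested.

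The cell-cycle score was 0.0903 higher in REPOP3 to REPOP14 (22 mice) than in the other 36 mice without lipopolysaccharide (0.105 among RE mice, 0.0594 among re mice; permutation within title suffix, p = 1e-05, the smallest 100000 draws can give). Dividing cells on these days may be a hypothesis, but the days were chosen for their values, so the test cannot tell. Lens or pigment epithelium in the tissue was tested by its correlation with these scores, and the larger r was 0.058 (n = 58, Spearman 0.094, p = 0.666), which goes against it. Among RE mice r was 0.045 for lens and -0.016 for pigment epithelium, and among re mice -0.061 and 0.216. The macrophage score was 0.146 higher in REPOP14 and REPOP21 (8 mice) than in the 28 CD and depletion mice (0.145 among RE mice, 0.149 among re mice; permutation within title suffix, p = 1e-05). Macrophages other than microglia among the returning cells may be a hypothesis that this test cannot tell from the choice of days.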
